# Transcriptomic analysis of *Bifidobacterium longum* subsp. *longum* BBMN68 in response to oxidative shock

**DOI:** 10.1038/s41598-018-35286-7

**Published:** 2018-11-20

**Authors:** Fanglei Zuo, Rui Yu, Man Xiao, Gul Bahar Khaskheli, Xiaofei Sun, Huiqin Ma, Fazheng Ren, Bing Zhang, Shangwu Chen

## Abstract

*Bifidobacterium longum* strain BBMN68 is sensitive to low concentrations of oxygen. A transcriptomic study was performed to identify candidate genes for *B. longum* BBMN68’s response to oxygen treatment (3%, v/v). Expression of genes and pathways of *B. longum* BBMN68 involved in nucleotide metabolism, amino acid transport, protein turnover and chaperones increased, and that of carbohydrate metabolism, translation and biogenesis decreased to adapt to the oxidative stress. Notably, expression of two classes of ribonucleotide reductase (RNR), which are important for deoxyribonucleotide biosynthesis, was rapidly and persistently induced. First, the class Ib RNR NrdHIEF was immediately upregulated after 5 min oxygen exposure, followed by the class III RNR NrdDG, which was upregulated after 20 min of exposure. The upregulated expression of branched-chain amino acids and tetrahydrofolate biosynthesis-related genes occurred in bifidobacteria in response to oxidative stress. These change toward to compensate for DNA and protein damaged by reactive oxygen species (ROS). In addition, oxidative stress resulted in improved *B. longum* BBMN68 cell hydrophobicity and autoaggregation. These results provide a rich resource for our understanding of the response mechanisms to oxidative stress in bifidobacteria.

## Introduction

Bifidobacteria are Gram-positive, heterofermentative, non-motile, non-spore-forming, anaerobic bacteria that are mainly found in gastrointestinal tract (GIT) of mammals^1,2^. Some bifidobacteria are considered to be probiotic due to their contribution to the maintenance of gastrointestinal health^2,3^. Thus, bifidobacteria are incorporated into many food products, such as yogurt, fermented milk and dietary supplements^3^. However, the efficacy of their probiotic properties can be compromised by their high sensitivity to environmental challenges, especially oxygen-induced oxidative stress^4,5^; nevertheless, some strains can tolerate 5% to 21% (v/v) oxygen^6,7^. Incomplete reduction of oxygen forms reactive oxygen species (ROS), which can cause deleterious effects, including protein misfolding and aggregation, DNA damage and lipid peroxidation^8^.

Enzymes such as NADH oxidase, NADH peroxidase, catalase and superoxide dismutase play key roles in removing ROS in many anaerobic microorganisms^9,10^. In the more than 50 published genome sequences of bifidobacteria^11^, no genes encoding NADH peroxidase, catalase or superoxide dismutase have been annotated (with the exception of *Bifidobacterium asteroides*, which contains a heme-catalase gene^12^). Previous study suggested that alkyl hydroperoxide reductase is probably the primary scavenger of the endogenous hydrogen peroxide (H_2_O_2_) generated during aerobic cultivation of *Bifidobacterium longum*^13^. NADH oxidase and oxygen-dependent coproporphyrinogen III oxidase are involved in detoxifying molecular oxygen and/or H_2_O_2_ in *Bifidobacterium animalis*^14^. Thus, alkyl hydroperoxide reductase, thioredoxin reductase and NADH oxidase are critical in bifidobacteria’s response to oxidative stress^2,15^, as confirmed by proteomic and transcriptomic analyses^14,16–18^. On the other hand, bifidobacteria employ a particular set of proteins, mainly molecular chaperones and proteases, to protect the cells from damage caused by the accumulation of unfolded and/or misfolded proteins. These chaperones and proteases play key roles in several post-translational events to prevent protein denaturation, aggregation and misfolding caused by stresses, such as oxidative stress^19,20^. Induction and assembly of the stress-response system are controlled by a set of complex transcription factors. A report on oxidative responses in *Bifidobacterium breve* showed that HspR, LexA, HrcA, and Crp regulon are involved in the responses to oxygen, H_2_O_2_, and peroxides caused oxidative stress^19^. Among them, RecA–LexA is the major regulator of the SOS response in bacteria induced by DNA damage^21^, and HspR regulates *dnak*, *clpB*, and *clgR*, which are involved in heat, osmosis, and solvent stress responses, respectively^22^.

Despite physiological and biochemical analyses carried out in the last decade and the accumulation of ‘omics’ studies in recent years providing information on oxidative stress responses in bifidobacteria^6,14–18,23^, the global gene-transcription profile in response to oxygen stress in bifidobacteria has not been well elucidated. *B. longum* subsp. *longum* BBMN68 is a gut-inhabiting strain isolated from a healthy centenarian which has a number of probiotic properties^24–26^. It is very sensitive to low and residual oxygen, and headspace contact with 3% to 6% oxygen yields severe to sublethal growth inhibition^16^. In the present study, next-generation RNA-sequencing (RNA-Seq) analysis and validation of physiological characteristics were employed to study the oxidative stress response and resistance mechanism in *B. longum* strain BBMN68.

## Materials and Methods

### Bacterial strains and growth conditions

*B. longum* subsp. *longum* strain BBMN68^27^ was cultivated under standard anaerobic conditions in de Man Rogosa Sharpe (MRS) broth (Oxoid) with 0.05% (w/v) L-cysteine HCl (MRSC) at 37 °C in Hungate tubes or infusion vials (300 ml capacity) purged with a gas mixture of 10% (v/v) H_2_, 10% CO_2_, and 80% N_2_, unless otherwise noted^16^.

### Oxygen treatment of *B. longum* BBMN68 culture

Overnight *B. longum* BBMN68 culture was inoculated (1%, v/v) by syringe into injection vials containing 100 ml pre-warmed MRS medium, and the culture was grown at 37 °C. When growth reached the exponential phase (optical density at 600 nm [OD_600_] = 0.5, after about 6 h cultivation), 3% (v/v) oxygen was established in the injection vial headspace by previously reported methods^16^. After the modulation of the headspace gas component, injection vials were incubated at 37 °C with gentle horizontal shaking (100 rpm). Samples used for RNA extraction were collected from six biological replicates after 30 min and 60 min of oxygen treatment by centrifugation at 8,000 × *g* for 5 min at 4 °C. Culture collected prior to treatment was used as a control.

### RNA extraction, sequencing and annotation

The Applied Biosystems (AB) SOLiD^TM^ 4.0 System Sequencing Analyzer was used for the RNA-Seq analyses. Total RNA was isolated from 10 ml bacterial cells (about 1 × 10^8^ CFU ml^−1^) subjected to the different treatments using TRIzol reagent (Invitrogen, Cat. no. 15596026) according to the manufacturer’s instructions. The mRNA was enriched using a Ribo-minus Kit (Invitrogen, Cat. no. 1083708) that depletes rRNA. A mRNA-Seq library was prepared with the total RNA-Seq Kit (AB) according to the manufacturer’s protocol. cDNA in the 150–200-bp range was selected with Novex precast gel products (Invitrogen, Cat. no. NP0322BOX), amplified by 15 PCR cycles and cleaned with PureLink PCR Micro Kit (Invitrogen, Cat. no. K310250). All sequenced reads were aligned to *B. longum* subsp. *longum* BBMN68 (NC_014656.1) using AB’s SOLiD Corona_lite_v4.2 software. We used a recursive strategy to improve the read-mapping ratio: 50mer reads were first mapped to the genome with a tolerance of five mismatches; the reads that failed to be mapped were progressively trimmed—five bases at a time from the 3′ end—and then mapped to the genome again until a match was found (unless the read was trimmed to less than 30 bases). All of these uniquely mapped reads were used to calculate the gene-expression level in RPKM (reads per kilobase of exon per million mapped sequenced reads). We identified differentially expressed genes from the different samples using the R package DEGseq (http://waprna.big.ac.cn/rnaseq/function/degseq.jsp) with statistically significant level set at *P* < 0.001. The analyzed transcriptomic data were submitted to the Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo/) with accession number GSE65320.

### Real-time quantitative PCR (RT-qPCR) analysis

Reverse transcription was carried out on the total RNA extracted from the treatment and control cultures with M-MLV Reverse Transcriptase (Promega), using 2 µg DNase I-digested total RNA as the template. The absence of residual DNA in the total RNA digested by DNase I was confirmed by PCR. Specific primers for each gene (Table 1) were designed using Primer Premier 5 software. RT-qPCR was performed using SYBR^®^ Premix Ex Taq^TM^ (Takara) and optimized primer concentrations in a LightCycler^®^ 96 Real-Time PCR system (Roche), with cycling and detection of 95 °C for 10 s and 60 °C for 30 s (40 cycles). Gene expression was normalized by the ΔΔC_T_ method^28^, using 16S rRNA as the reference gene in the calculations^14,16^. The experiment was performed in triplicate and the average results are reported.

**Table 1:** Target gene oligonucleotide primers for RT-PCR.

Gene (Locus tag)	Primer sequence (5′ → 3′)		Size of product (bp)
	Forward	Reverse	
*sufB1 (BBMN68_611)*	ACGACGGTGACGCACGACT	AGATGCCGAGCATGTTGAGGT	243
*glycerate kinase (BBMN68_585)*	GCCCTCGGCGTTCGTCTTCT	CAATGTGGCGACATCATCTTTGGA	225
*grxC2 (BBMN68_1397)*	GCAGTGCGATGCCACCAAG	CAGGAGTTGTCCGGCGTGAT	147
*tatC (BBMN68_1285)*	GGAGCCGGACTGGCATGGTATCT	CGTTGCGAGACGCCACTGCTT	228
*hcaD (BBMN68_1524)*	ACGCCAGAACCCTCACCTACC	CCGATCACCACTGCCGACTT	217
*16 S rRNA (BBMN68_rRNA7)*	CGTAGGGTGCAAGCGTTATC	GCCTTCGCCATTGGTGTT	197
*nrdI (BBMN68_1398)*	GGATGCCGTTTGCAGGAC	TCGTTGAGGAAGCGTTTGAC	164
*nrdE (BBMN68_1399)*	CCTGCCGCTCGACAATACT	CTTGAACGCACCAAGGAAAG	334
*nrdF (BBMN68_1401)*	CCCTGCTTGACACCATCC	AACTCGTTGTTCTCGCTCC	199
*nrdD (BBMN68_1785)*	TGCGGTCAAGTCTGCTTTC	CGAGCCACATCGTACAGGT	189
*nrdG (BBMN68_1786)*	TCTTGCCAACGATCCGAAAG	CCGCCAAGGAACGTAATGC	267
*nrdR (BBMN68_197)*	GGAGCCATTCAGTAGAGAC	TCCAGACCTGCAAAGTTC	240

### Autoaggregation and hydrophobicity assay

*B. longum* BBMN68 cells grown in MRSC or MRS for 6 h (exponential phase) were harvested and resuspended in phosphate buffer (pH 6.8) to yield an OD_600_ of 1.0. For the autoaggregation assay, the cell suspension was incubated anaerobically at 37 °C for 3 h and 6 h, and then 0.1 ml of the upper suspension was gently transferred to another tube with 1.9 ml of phosphate buffer and OD_600_ was measured. The percentage of autoaggregation was expressed as (1 − OD_600_ of the upper suspension/OD_600_ of the total bacterial suspension) × 100%^29^. To determine the hydrophobicity of the bifidobacterial cells, 0.6 ml xylene was added to 3 ml of cell suspension and vortexed for 120 s. The aqueous phase was removed after 1 h of incubation at room temperature and its absorbance at 600 nm was measured. Cell-surface hydrophobicity was calculated as (1 - OD_600_ of the aqueous phase suspension/OD_600_ of the total bacterial suspension) × 100%^30,31^.

### Statistical analysis for RT-qPCR and physiological assays results

All of the RT-qPCR and physiological assay data from three independent experiments were analyzed by two-tailed Student’s *t* test. All analyses were performed using Microsoft Office Excel 2007. Values of *P* < 0.05 were considered significant.

## Results and Discussion

### Global transcriptomic analysis of the oxygen response in *B. longum* BBMN68

A previous study, using a proteomic approach to analyze changes in the cellular protein profiles of BBMN68 exposed to an inhibitory to sublethal concentration of oxygen (3%, v/v), revealed some key proteins involved in the response of BBMN68 to oxygen^16^. 

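RNA of *B. longum* BBMN68 was sequenced in 3 libraries: 1 from the culture before oxygen delivery (control, 0 min), 1 after 30 min and 1 after 60 min of 3% oxygen. The authors depleted the total RNA of rRNA, mapped the SOLiD reads to the BBMN68 genome with Corona_lite and kept reads with a unique position. The deposited counts give, for 1877 loci (1813 coding, 55 tRNA and 9 rRNA loci), the reads inside the locus, the reads across its ends and the reads on the reverse strand. Reads inside loci numbered 14833647 in the control, 13300802 after 30 min and 18504526 after 60 min, the numbers the paper gives as effective reads. The authors' RPKM divides the reads inside a locus by its length and by a larger library total, which works back to 20913992, 17539579 and 23696769 uniquely mapped reads. Reads inside loci made up 70.9%, 75.8% and 78.1% of these totals. The median locus had 1953 reads in the control, 2091 after 30 min and 2444 after 60 min, and 1784, 1787 and 1770 loci had at least 10 reads. No read lay inside 44, 38 and 49 loci; for a locus of 1 kb, 0 reads allow an RPKM of up to 0.143, 0.171 and 0.127 (3 reads). The log2 ratio used at each gene is that of its RPKM after oxygen to its RPKM in the control, without a pseudocount. The range in parentheses after a log2 ratio is its 95% interval from the exact conditional binomial distribution of both read numbers (Clopper-Pearson). With 1 library per condition there is no spread between replicates to set a difference against, and these intervals cover counting error only, since reads of amplified cDNA are not independent molecules. The methods describe several biological replicates per time point; how they were combined into 1 library is not stated in the paper's text. The control was collected before treatment, so time in culture differs between the libraries together with oxygen. Gene symbols and positions are those of Table 2 and Table S2; the lengths and strands in Table S2 matched the deposited ones at every locus it lists, and positions are on the BBMN68 chromosome as Table S2 gives them.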

To further understand the mechanism of bifidobacteria’s response to oxidative stress, BBMN68 cells were treated with 3% oxygen and global transcriptional changes were analyzed by SOLiD 4.0 RNA-Seq. A total of 17,539,582, 23,696,766 and 20,913,996 uniquely mapped reads were obtained for the oxygen-challenged samples harvested at two time points (30 and 60 min) after oxygen delivery, and a reference sample taken prior to oxygen delivery (control, 0 min), respectively (Fig. 1). After filtering, the number of effective reads mapped to the genome of BBMN68 was 13,300,802, 18,504,526 and 14,833,647, respectively. 

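A locus was counted as upregulated or downregulated when its log2 ratio lay beyond 1 in size and P lay under 0.001 in the MARS test of DEGseq on the reads inside loci, which compares 2 libraries and not the conditions. A log2 ratio existed for 1830 loci after 30 min and 1823 after 60 min; the other 47 and 54 loci had no read in at least 1 of the libraries compared. The median log2 ratio over these loci was 0.25 after 30 min and 0.01 after 60 min. After 30 min, 241 loci were upregulated and 99 downregulated, an upregulated share of 70.9%. After 60 min, 217 loci were upregulated and 215 downregulated, a share of 50.2%. Scaling by median-of-ratios size factors instead of RPKM moved every log2 ratio after 30 min by -0.25 and left 154 upregulated and 163 downregulated loci, a share of 48.6%. The 154 loci were all among the 241, and the 163 included all 99. With an assumed biological coefficient of variation of 0.2 in edgeR's exact test, 98 loci were upregulated and 49 downregulated after 30 min, and 86 and 114 after 60 min. At both time points, 124 loci were upregulated and 70 downregulated, 194 in all; with median-of-ratios scaling 91 of 196 were upregulated. A further 11 loci, all of them tRNA loci, were upregulated after 30 min and downregulated after 60 min. Both comparisons use the same control library, so unchanged libraries also share calls. In 100 simulated sets around this control, the median number of loci called in the same direction at both time points was 0 with counting error alone. It was 4 at a coefficient of variation of 0.2 and 143.5 at 0.4. At 0.4 these unchanged sets held medians of 413.5 called loci after 30 min and 412 after 60 min. The numbers observed were 340 and 432. Table S2 lists 340 loci after 30 min, all 340 of which were called here, and 435 after 60 min, of which 432 were. The other 3 were BBMN68_1241, BBMN68_tRNA48 and BBMN68_222. BBMN68_1241 had 11 reads in the control and 0 after 60 min, and BBMN68_tRNA48 had 10 and 0. With 3 reads in place of 0 they were 4.15-fold and 3.78-fold lower. This takes the control reads as exact, so it is not a lower limit. For BBMN68_222 the RPKM fell from 13.9 to 6.95, a ratio of 0.5 that lies on the threshold and not beyond it.

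**Figure D1:**
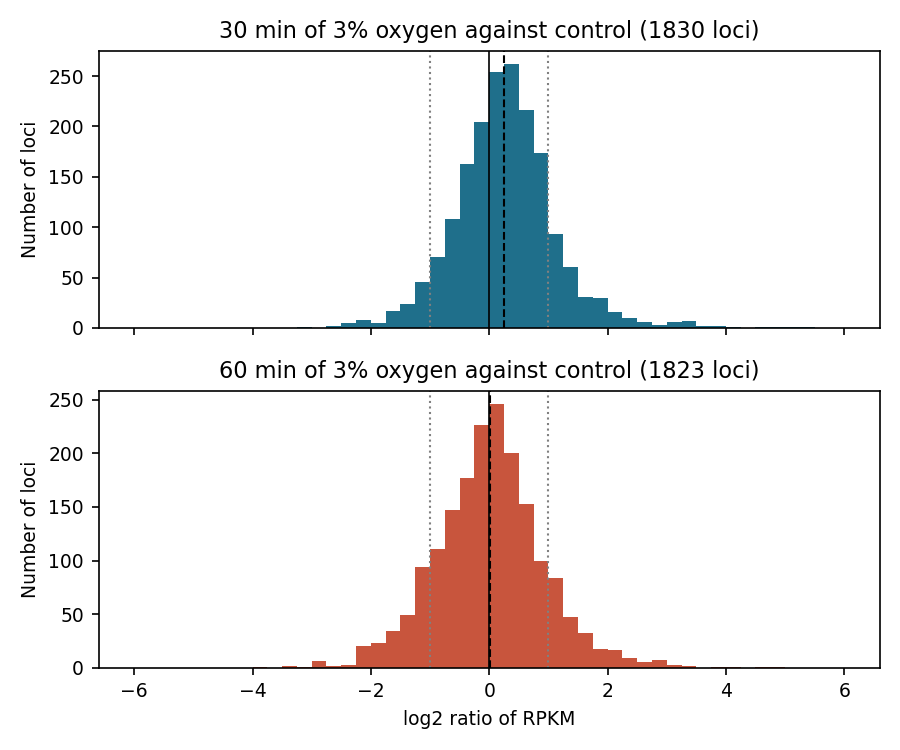
Number of loci (vertical axis) by log2 ratio of RPKM to the control (horizontal axis), after 30 min (1830 loci) and 60 min (1823 loci) of 3% oxygen; dotted lines mark -1 and 1, the dashed line the median. The median lies at 0.25 after 30 min and at 0.01 after 60 min.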

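Among called loci with a mean RPKM of at least 10 over the compared libraries, the 5 highest log2 ratios after 30 min belonged to the tRNA-Ser locus BBMN68_tRNA31, *nrdF*, BBMN68_1400, BBMN68_582 and the tRNA-Tyr locus BBMN68_tRNA43. After 60 min they belonged to *nrdF*, BBMN68_1400, *trxB1*, BBMN68_582 and BBMN68_105. BBMN68_582, which encodes a hypothetical protein and lies from 658536 to 658670 on the plus strand, rose from 73 reads to 1516 and 1323 reads, log2 ratios of 4.63 (4.29 to 4.99) and 4.00 (3.66 to 4.36). BBMN68_105, also hypothetical, rose from 72 to 440 and 918 reads, with log2 ratios of 2.87 after 30 min and 3.49 (3.15 to 3.86) after 60 min. The 5 lowest after 30 min were BBMN68_tRNA44, BBMN68_218, *rplJ*, *hemK* (BBMN68_1746) and BBMN68_842, and after 60 min BBMN68_560, BBMN68_tRNA44, BBMN68_1002, *rpsS* and *rplJ*. For *hemK* the log2 ratio was -2.42 (-2.57 to -2.28) after 30 min and -1.66 (-1.76 to -1.55) after 60 min, and for BBMN68_842, a membrane protein, -2.35 (-2.46 to -2.23) and -2.55 (-2.66 to -2.44). Reads of BBMN68_560, a hypothetical protein of 312 bases, fell from 4693 to 951 and 518, log2 ratios of -2.05 (-2.15 to -1.95) and -3.36 (-3.49 to -3.23). Those of BBMN68_1002 fell from 5822 to 1364 and 857, log2 ratios of -1.84 (-1.93 to -1.75) and -2.94 (-3.05 to -2.84).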

Genes that were significantly differentially expressed (based on a fold change of at least two [log_2_ ratio <−1 or >1] and a t-test *P*-value < 0.001) in response to oxygen were sorted: expression of 99 genes was downregulated and of 241 genes upregulated after 30 min, and expression of 218 genes was downregulated, 217 upregulated after 60 min of oxygen exposure compared to controls (Tables S1 and S2); expression of 70 genes was downregulated, and 124 upregulated at both time points (Tables S2). 

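The gene for AhpC, *ahpC2* (BBMN68_1346), lies from 1610493 to 1611056 on the minus strand, next to *trxB1*. It had 13830 reads in the control, 30205 after 30 min and 31186 after 60 min, and its RPKM was 1172, 3053 and 2333. The log2 ratio was 1.38 (1.35 to 1.41) after 30 min, past the threshold, and 0.99 (0.96 to 1.02) after 60 min, not past it.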

Some upregulated genes encoding proteins also induced at protein level by proteomics study, such as AhpC, NrdA, Eno^16^.

**Figure 1:**
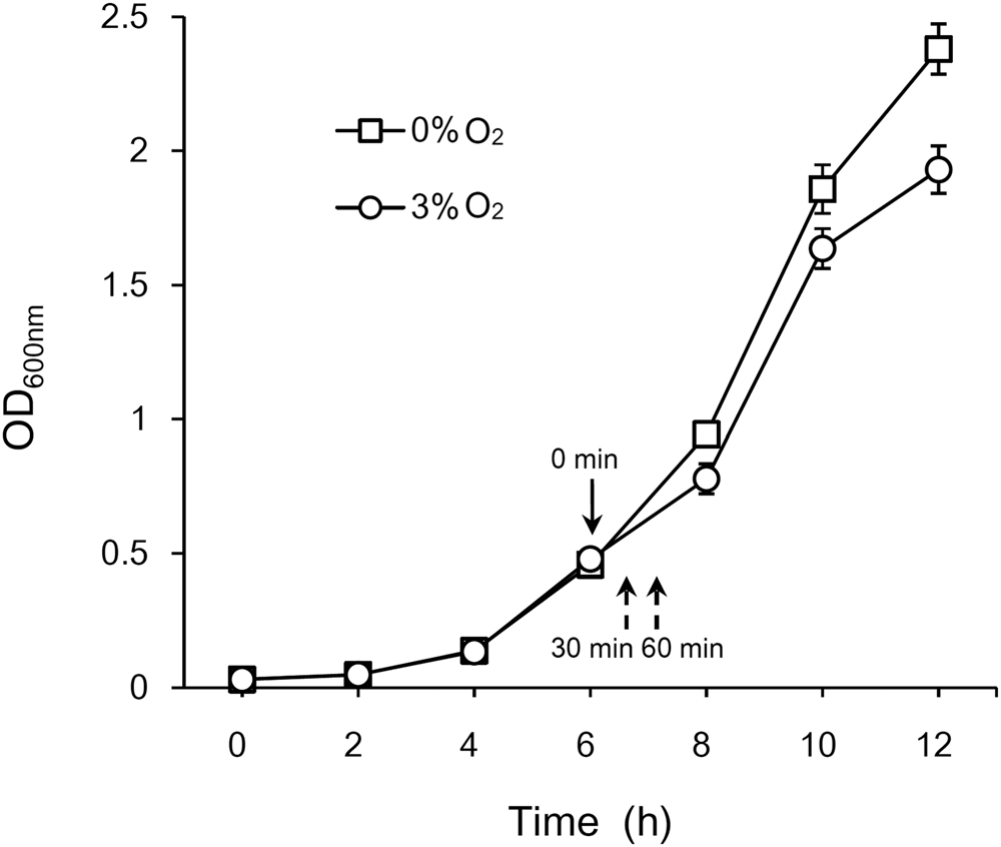
Growth of *B. longum* BBMN68 in MRS with or without 3% (v/v) oxygen challenge. Samples were collected from the time points indicated by arrows.

Real-time quantitative PCR (RT-qPCR) analysis of six different genes was performed to validate the transcriptomic data. A strong positive correlation (*r*^2^ = 0.92) was found between the fold-change in gene induction or repression obtained from the transcriptomic data and the values determined by RT-qPCR (Fig. 2), suggesting agreement between the two platforms. 

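Fig. 2 names the genes by locus: BBMN68_611 (*sufB1*), BBMN68_1785 (*nrdD*), BBMN68_1524 (*hcaD*), BBMN68_708, BBMN68_1285 (*tatC*) and BBMN68_585 (glycerate kinase). In the RNA-Seq libraries, BBMN68_585 had 272 reads in the control, 75 after 30 min and 107 after 60 min, the fewest of these genes; its RPKM was 12.25, 4.03 and 4.25, and its log2 ratio after 60 min was -1.53. BBMN68_1285 had 832, 332 and 410 reads, with a log2 ratio of -1.07 (-1.26 to -0.89) after 30 min and an RPKM of 36.7, 17.5 and 16.0. BBMN68_1524 had 867, 823 and 1849 reads. Its log2 ratio was 0.18 (0.04 to 0.32) after 30 min, which became -0.07 with median-of-ratios or TMM scaling, and 0.91 (0.80 to 1.03) after 60 min, past the threshold at neither time. The paper proposes from the correlation in Fig. 2 that both platforms give the same picture; the RT-qPCR values are not part of the data analysed here.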

The differentially expressed genes were grouped into functional categories according to the Clusters of Orthologous Groups (COG) classification system^32^. COG categories E (amino acid transport and metabolism), R (general function prediction), and O (post-translational modification, protein turnover, chaperones) had a high number of upregulated genes after both 30 min and 60 min oxygen treatment compared to controls (Fig. 3). In addition, many genes in categories F (nucleotide transport and metabolism), H (coenzyme metabolism), T (signal-transduction mechanisms) and L (DNA replication, recombination and repair) were also upregulated, whereas most of the genes belonging to categories G (carbohydrate transport and metabolism) and J (translation, ribosomal structure and biogenesis) were downregulated at both time points after oxygen exposure compared to controls (Fig. 3).

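COG letters were taken from Table S2 for the loci called from the RNA-Seq libraries. In category E, 20 loci were upregulated and 5 downregulated after 30 min, and 26 and 4 after 60 min. Category R held 37 upregulated and 5 downregulated loci after 30 min, and 31 and 17 after 60 min. For category O the numbers were 8 and 1 after 30 min, and 16 and 1 after 60 min. With median-of-ratios scaling, the upregulated and downregulated loci after 30 min were 15 and 5 in E, 20 and 6 in R, and 5 and 1 in O; 33 loci newly downregulated under that scaling have no COG letter in Table S2 and are left out. No letter is given for 110 of the loci called after 30 min and 114 of those called after 60 min. Letters are known for called loci alone, so no enrichment against the genome was computed.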

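After 30 min, the upregulated and downregulated loci numbered 9 and 1 in category F, 7 and 2 in H, 6 and 3 in T, and 13 and 7 in L. After 60 min they numbered 10 and 3 in F, 12 and 2 in H, 9 and 5 in T, and 8 and 9 in L, which were 8 and 8 with median-of-ratios scaling. Category J held 2 upregulated and 13 downregulated loci after 30 min, and 5 and 22 after 60 min. Under median-of-ratios scaling the counts after 30 min turned to 3 upregulated and 4 downregulated in T, and 5 and 8 in L; among loci with a letter, categories F and H still had more upregulated loci, 9 against 2 and 4 against 2.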

**Figure 2:**
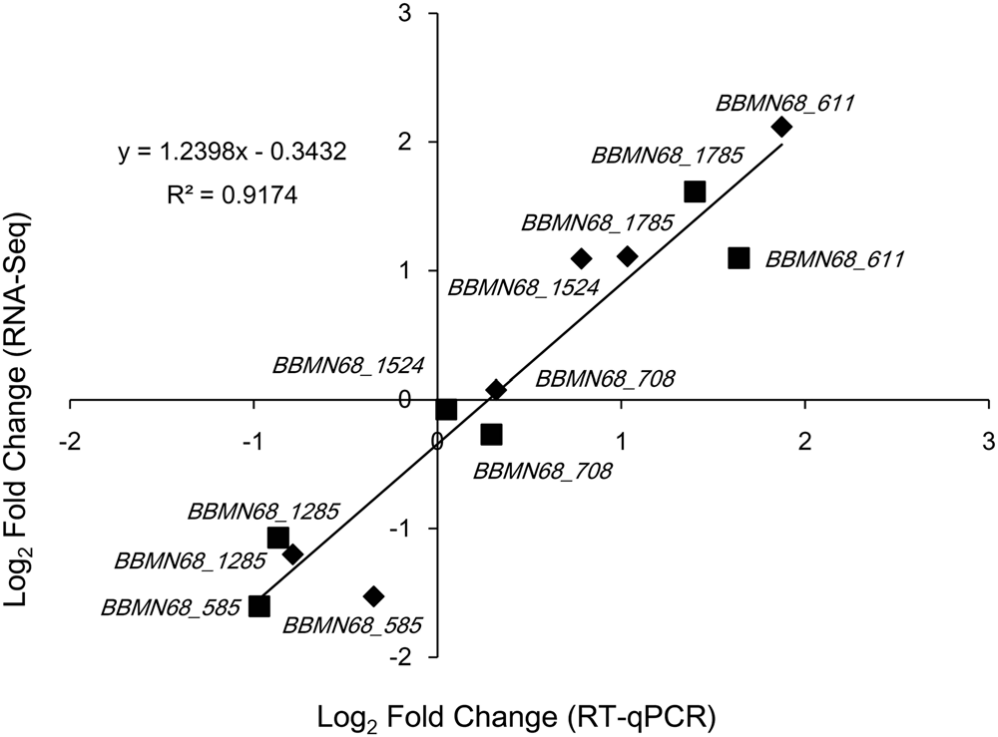
RT-qPCR validation of the RNA-Seq transcriptomic data. Chart shows correlation of fold changes for six genes’ expression from *B. longum* BBMN68 cells after 30 min (squares) or 60 min (diamonds) exposure to 3% (v/v) oxygen, as derived from the transcriptomic analysis and RT-qPCR. The best fit is shown along with the calculated equation and *r*^2^ value.

**Figure 3:**
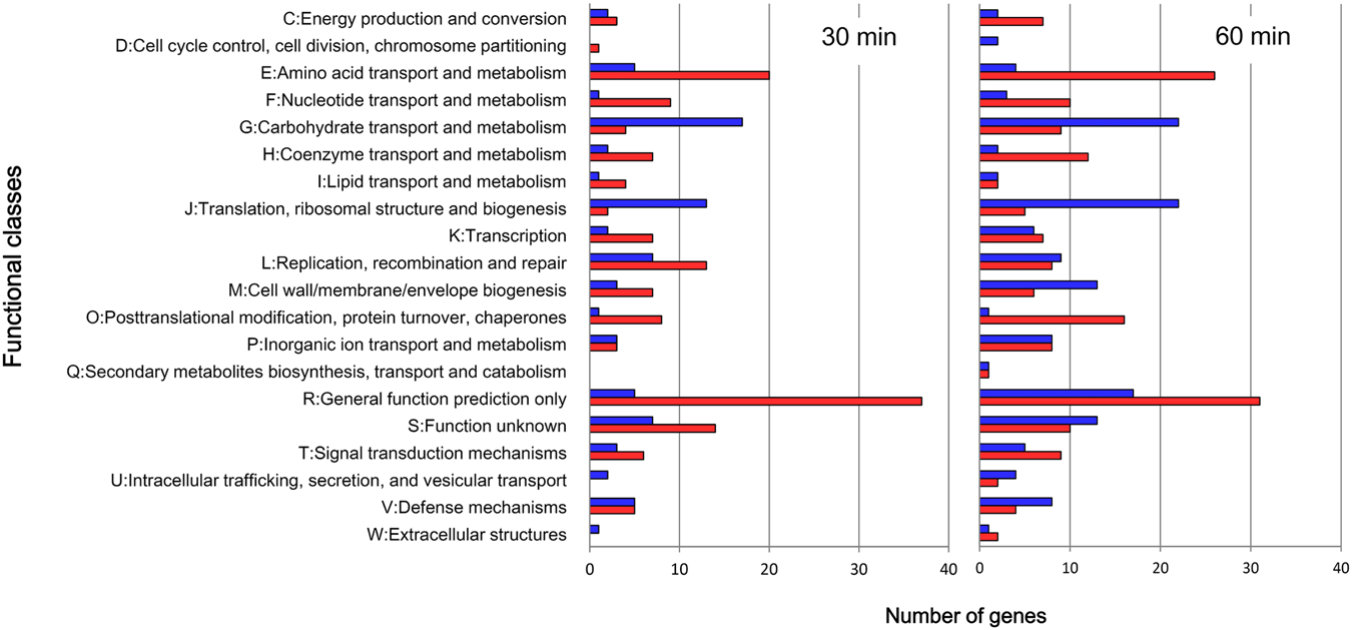
Relative abundance of transcripts assigned to COG functional categories. Functional classification of genes with statistically significant increase (red bar) or decrease (blue bar) in mRNA level after 30 min and 60 min exposure to 3% (v/v) oxygen compared to controls.

The results revealed that *B. longum* BBMN68 cells employ complex defense and adaptation mechanisms to counteract oxygen-driven stresses, including oxygen reduction and ROS detoxification, repair of damaged biomacromolecules, and adaptive modulation of several metabolic processes.

### Detoxification and redox homeostasis

Thioredoxin and glutaredoxin make up the thioredoxin- and glutaredoxin-dependent reduction systems in *Escherichia coli* and many other bacteria, and are responsible for maintaining a reduced environment in the cell cytosol^33^. However, *B. longum* BBMN68 has an incomplete glutaredoxin system which lacks any detectable genes for glutathione peroxidase (GPx) or glutathione reductase (GR)^27^. Two genes encoding glutaredoxin, *grxC1* (*BBMN68_125*) and *grxC2* (*BBMN68_1397*), were upregulated in BBMN68 upon exposure to oxygen. In particular, *grxC2*, also known as *nrdH*, was upregulated more than 6-fold after both 30 min and 60 min oxygen exposure (Table 2). 

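The locus *grxC1* (BBMN68_125), from 144916 to 145167 on the plus strand, had 703 reads in the control, 777 after 30 min and 1647 after 60 min. This was a log2 ratio of 0.40 (0.25 to 0.55) after 30 min, not past the threshold, and of 1.05 (0.92 to 1.18) after 60 min. For *grxC2* (*nrdH*, BBMN68_1397), from 1671512 to 1671778, reads rose from 695 to 3745 and 5081, and the RPKM from 124 to 800 and 803. The ratio of its RPKM to the control was 6.43 after 30 min and 6.45 after 60 min, log2 ratios of 2.68 (2.57 to 2.80) and 2.69 (2.58 to 2.81).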

A previous study suggested that glutaredoxin encoded by *nrdH* is reduced by thioredoxin reductase rather than glutathione (GSH)^34^. Thus, the thioredoxin-dependent antioxidant system might be the major redox homeostasis system in strain BBMN68, as *trxB1* (*BBMN68_1345*) encoding thioredoxin reductase was highly upregulated, and *BBMN68_991* encoding the corresponding thioredoxin was also upregulated in BBMN68 after 60 min exposure to oxygen (Table 2). 

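*trxB1*, from 1608394 to 1610325 on the minus strand, had 15819 reads in the control, 114294 after 30 min and 305747 after 60 min. Its RPKM rose from 391.5 to 3373 and 6678, log2 ratios of 3.11 (3.08 to 3.13) and 4.09 (4.07 to 4.12). With median-of-ratios scaling the value after 30 min was 2.85. BBMN68_991, from 1164285 to 1164659 on the plus strand, had 3567, 5345 and 8925 reads. Its log2 ratio was 0.84 (0.78 to 0.90) after 30 min, short of the threshold, and 1.14 (1.09 to 1.20) after 60 min. The paper proposes from the induction of both genes that the thioredoxin-dependent system may be the main redox homeostasis system of BBMN68.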

Thioredoxin reductase has been found to respond to oxidative stress at both transcriptional and translational levels in bifidobacteria^15,16^. The thioredoxin-dependent reduction system plays an important role in the oxidative stress response by reducing a number of proteins including peroxiredoxins, directly reducing H_2_O_2_, scavenging hydroxyl radicals, quenching singlet oxygen, and maintaining the intracellular thiol-disulfide balance^35^. Because of the most bifidobacterial species lacking genes encoding catalase or superoxide dismutase, introduce catalase and/or superoxide dismutase into bifidobacterial cells could dramatically improve their oxidative stress tolerance. We have demonstrated this hypothesis recently^36^, and the gene encoding catalase has been integrated into the chromosome of bifidobacteria for generating food-grade strain potentially used in food industry (Our unpublished data).

**Table 2:** Genes differentially expressed at the transcriptional level in *B. longum* BBMN68 exposed to 3% (v/v) oxygen.

Proposed function	Gene name	Log_2_ ratio^a^		Locus tag^b^
		30 min vs. Cont	60 min vs. Cont	
Oxidative response (detoxification)				
Thioredoxin reductase	*trxB1*	3.15	4.09	*BBMN68_1345*
Thioredoxin domain-containing protein		NS	1.14	*BBMN68_991*
Alkyl hydroperoxide reductase subunit C	*ahpC2*	1.38	NS	*BBMN68_1346*
Glutaredoxin	*grxC2* (*nrdH*)	2.68	2.69	*BBMN68_1397*
Glutaredoxin	*grxC1*	NS	1.05	*BBMN68_125*
Energy/intermediary metabolism				
Nitroreductase	*nfnB1*	NS	1.14	*BBMN68_86*
Nitroreductase	*nfnB2*	NS	2.22	*BBMN68_1435*
Class I pyridine nucleotide-disulfide oxidoreductase	*ipd2*	1.79	2.18	*BBMN68_1660*
Dihydroorotate dehydrogenase	*pyrD2*	1.26	2.17	*BBMN68_979*
Nucleic acid repair				
DNA helicase II/ATP-dependent DNA helicase PcrA	*uvrD1*	2.27	2.76	*BBMN68_138*
Excinuclease ABC subunit A	*uvrA1*	NS	1.08	*BBMN68_394*
DNA polymerase V	*dinp1*	1.14	2.08	*BBMN68_863*
ADP-ribose pyrophosphatase		1.76	1.53	*BBMN68_240*
DNA-repair protein RecN	*recN*	1.07	1.20	*BBMN68_793*
Nucleoside triphosphate pyrophosphohydrolase	*mutT3*	1.04	1.11	*BBMN68_1517*
Ribonucleoside-triphosphate reductase	*nrdG*	2.67	1.92	*BBMN68_1786*
Ribonucleoside-triphosphate reductase	*nrdD*	1.61	1.11	*BBMN68_1785*
Protein involved in ribonucleotide reduction	*nrdI*	2.06	1.63	*BBMN68_1398*
Ribonucleoside-diphosphate reductase alpha chain	*nrdE*	3.47	3.01	*BBMN68_1399*
Ribonucleoside-diphosphate reductase beta chain	*nrdF*	5.21	4.77	*BBMN68_1401*
Iron-responsive/iron-related (metal metabolism)				
Cysteine desulfurase	*csdB*(*sufS*)	NS	1.78	*BBMN68_609*
Fe–S cluster assembly protein SufB	*sufB2*	NS	1.49	*BBMN68_612*
Fe–S cluster assembly protein SufD	*sufB1*	1.10	2.12	*BBMN68_611*
Iron complex transport system ATP-binding protein	*modF*	NS	1.46	*BBMN68_569*
P-type ATPase	*zntA1*	NS	1.01	*BBMN68_1149*
Protein repair/chaperones				
Heat-shock molecular chaperone	*ibpA*	2.91	2.77	*BBMN68_1305*
Molecular chaperone DnaJ	*dnaJ1*	NS	1.44	*BBMN68_410*
Co-chaperonin HSP10	*groES*	NS	1.94	*BBMN68_1589*
Chaperonin HSP60	*groEL*	NS	1.27	*BBMN68_44*
ATP-dependent Clp proteases; protease subunit ClpB	*clpA2*	NS	1.48	*BBMN68_1510*
Proteases				
ATP-dependent Clp proteases; protease subunit	*clpP1*	NS	1.43	*BBMN68_692*
ATP-dependent Clp proteases; protease subunit	*clpP2*	NS	1.41	*BBMN68_693*
Protease I	*thiJ*	1.81	1.45	*BBMN68_377*
Putative endopeptidase	*pepO*	NS	1.03	*BBMN68_1763*
Leader peptidase (prepilin peptidase)/N-methyltransferase		2.08	2.46	*BBMN68_618*
Glycolysis				
Probable phosphoglycerate mutase	*phoE*	1.88	3.24	*BBMN68_1437*
3-Bisphosphoglycerate-dependent phosphoglycerate mutase	*gpmA*	NS	1.07	*BBMN68_1687*
Aldehyde dehydrogenase (NAD+)	*putA1*	NS	1.08	*BBMN68_872*
Enolase	*eno*	NS	2.11	*BBMN68_771*
Valine, leucine and isoleucine biosynthesis				
2-Isopropylmalate synthase	*leuA*	1.35	1.13	*BBMN68_1222*
3-Isopropylmalate dehydrogenase	*leuB*	1.55	1.42	*BBMN68_984*
3-Isopropylmalate/(R)-2-methylmalate dehydratase large subunit	*leuC*	2.32	2.98	*BBMN68_1521*
3-Isopropylmalate/(R)-2-methylmalate dehydratase small subunit	*leuD*	1.42	1.78	*BBMN68_1522*
Ketol-acid reductoisomerase	*ilvc1*	NS	1.44	*BBMN68_1262*
Ketol-acid reductoisomerase	*ilvc2*	1.55	1.28	*BBMN68_1263*
Branched-chain amino acid aminotransferase	*ilvE*	2.02	1.40	*BBMN68_592*
Branched-chain amino acid transport system substrate-binding protein	*livK*	1.63	1.93	*BBMN68_1747*
Branched-chain amino acid transport system permease protein	*livH*	1.46	1.74	*BBMN68_1748*
Branched-chain amino acid transport system permease protein	*livM*	1.27	1.61	*BBMN68_1749*
Branched-chain amino acid transport system ATP-binding protein	*livG*	1.72	1.76	*BBMN68_1750*
Branched-chain amino acid transport system ATP-binding protein	*livF*	1.33	1.59	*BBMN68_1751*
Carbohydrate transport systems				
Solute-binding protein of ABC transporter system		−2.01	−1.97	*BBMN68_1170*
Sugar ABC transporter ATP-binding protein	*mglA3*	NS	−1.10	*BBMN68_1727*
Putative multiple sugar transport system permease protein	*xylH*	−1.75	−1.59	*BBMN68_1728*
MalE-type ABC sugar transport system periplasmic component		−2.03	−1.98	*BBMN68_217*
MalF-type ABC sugar transport systems permease component		−2.66	−1.62	*BBMN68_218*
MalG-type ABC sugar transport system permease component		−1.74	−1.49	*BBMN68_219*
Transmembrane transport protein		2.06	2.07	*BBMN68_1264*
Transmembrane transporter activity; MFS transporter (putative metabolite:H^**+**^ **symporter)**		1.63	1.52	*BBMN68_157*
Peptide transport				
Peptide/nickel transport system substrate-binding protein	*ddpA1*	1.16	NS	*BBMN68_236*
Peptide/nickel transport system permease protein	*dppB1*	1.29	1.66	*BBMN68_237*
Peptide/nickel transport system ATP-binding protein	*appF1*	1.05	1.06	*BBMN68_239*
Folate biosynthesis				
GTP cyclohydrolase I	*folE*	1.36	1.93	*BBMN68_1717*
Dihydroneopterin aldolase/2-amino-4-hydroxy-6-hydroxymethyldihydro-				
pteridine diphosphokinase	*folB*	NS	1.15	*BBMN68_1719*
Dihydropteroate synthase	*folP*	NS	1.73	*BBMN68_1718*
Dihydrofolate synthase/folylpolyglutamate synthase	*folC*	NS	1.49	*BBMN68_243*
Dihydrofolate reductase	*folA*	NS	1.36	*BBMN68_1698*
Cell wall/membrane/envelope biogenesis				
Cyclopropane-fatty-acyl-phospholipid synthase	*cfa*	1.44	2.27	*BBMN68_1705*
Bile salt hydrolase	*cbaH*	NS	1.83	*BBMN68_536*
Hypothetical protein		−1.49	−2.04	*BBMN68_1491*
Rhamnosyltransferase		−1.86	−1.93	*BBMN68_1492*
Rhamnosyltransferase		NS	−1.21	*BBMN68_1493*
ABC-2 type transport system permease protein	*tagG*	NS	−1.43	*BBMN68_1495*
ABC-2 type transport system ATP-binding protein	*tagH*	NS	−1.29	*BBMN68_1496*
S-layer protein		−1.46	−1.40	*BBMN68_882*
Signal transduction				
Two-component system, OmpR family, response regulator RegX3		1.62	1.14	*BBMN68_1079*
Histidine kinase sensor of two-component system		1.48	1.64	*BBMN68_1678*
Response regulator of two-component system		NS	1.02	*BBMN68_750*
S-ribosylhomocysteine lyase	*luxS*	1.16	1.75	*BBMN68_914*
Transcriptional factors				
Transcriptional regulator of heat shock	*hrcA*	NS	2.26	*BBMN68_409*
LacI-type transcriptional repressor		1.71	1.61	*BBMN68_223*
SOS-response transcriptional repressor	*lexA1*	1.44	1.81	*BBMN68_195*
Leucine-responsive regulatory protein	*irp*	1.50	1.39	*BBMN68_1361*
Atypical LysR-type transcriptional regulator	*lysR*	NS	1.38	*BBMN68_843*
Putative transcriptional regulator		2.44	2.51	*BBMN68_1661*
Putative transcriptional regulator		1.29	NS	*BBMN68_905*
Hypothetical protein				
Hypothetical protein		4.79	4.64	*BBMN68_1400*
Hypothetical protein		4.63	4.00	*BBMN68_582*
Hypothetical protein		2.87	3.49	*BBMN68_105*
Hypothetical protein		1.92	3.02	*BBMN68_248*
Hypothetical protein		1.70	2.71	*BBMN68_519*
Hypothetical protein		1.58	2.39	*BBMN68_520*
Hypothetical protein		1.92	2.20	*BBMN68_1662*

^a^Log_2_ ratio represents the ratio of mRNA transcript levels in oxygen-treated samples (30 min and 60 min) to untreated samples (Cont).

^b^Open reading frame (ORF) ID is as annotated in KEGG (http://www.genome.jp/kegg/kegg2.html).

NS, not statistically significant.

Interestingly, two nitroreductase-homolog genes, *nfnB1* (*BBMN68_86*) and *nfnB2* (*BBMN68_1435*), were markedly induced after 60 min exposure of BBMN68 to oxygen (Table 2). 

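*nfnB1*, from 100404 to 101189, had 2909 reads in the control, 4837 after 30 min and 7245 after 60 min, and *nfnB2*, from 1742198 to 1742965, had 12403, 17739 and 65344; both lie on the minus strand. After 60 min the log2 ratio was 1.14 (1.07 to 1.20) for *nfnB1* and 2.22 (2.19 to 2.24) for *nfnB2*. After 30 min both were above the control but not past the threshold, at 0.99 (0.92 to 1.05) and 0.77 (0.74 to 0.80).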

NfnB2 shows 46.9% amino acid identity with NfrA1 from *Bacillus subtilis*^37^. In the latter, NfrA1 plays a dual role that leads to high concentrations of H_2_O_2_ based on its NADH oxidase activity, whereas it can also scavenge H_2_O_2_ and degrade NAD^+^ ^37^. No high homology of NfnB1 with identified proteins in well-studied bacteria has been found. Nitroreductase is involved in the defense against oxidative stress in *Lactococcus lactis*^38^ and *Staphylococcus aureus*^39^. Therefore, the two nitroreductases might protect *B. longum* BBMN68 from oxygen-induced oxidative stress, warranting further investigation.

In *Lactobacillus plantarum*, Mn^2+^ not only replaces superoxide dismutase in scavenging superoxide anions, but it can also scavenge H_2_O_2_^40^. It has been reported that P-type ATPase might be involved in taking up Mn^2+^, which then scavenges superoxide anions in bifidobacteria^41^. In strain BBMN68, expression of the homologous protein-encoding gene *zntA1* (*BBMN68_1149*) was upregulated 2.01-fold after 60 min of oxygen exposure (Table 2). In addition, BBMN68 grew faster in MRS broth supplemented with Mn^2+^ than in the non-supplemented MRS upon exposure to 3% oxygen (Fig. S1A), but it grew normally under anaerobic conditions (Fig. S1B). This result suggested that manganese can protect bifidobacteria from oxidative stress.

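*zntA1*, from 1355643 to 1358351 on the plus strand, had 14343 reads in the control, 14498 after 30 min and 32741 after 60 min. The RPKM was 253, 305 and 510. The log2 ratio was 0.27 (0.24 to 0.30) after 30 min and 1.01 (0.98 to 1.04) after 60 min. The value after 60 min lies at the threshold: it was 0.98, and no longer called, with median-of-ratios scaling.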

### Oxygen induces a multiple stress response in BBMN68

Chaperones and proteases related to several stress conditions were induced in strain BBMN68 in response to oxygen (Fig. 3, Table 2). 

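For *groEL* (BBMN68_44, from 44187 to 45812 on the plus strand), 39727 reads were counted in the control, 26670 after 30 min and 108184 after 60 min. The log2 ratio was -0.32 (-0.34 to -0.30) after 30 min and 1.27 (1.25 to 1.28) after 60 min. For *groES* (BBMN68_1589, from 1986157 to 1986450) the reads were 12473, 20461 and 54178, and the log2 ratio was 0.97 (0.94 to 1.00) after 30 min and 1.94 (1.91 to 1.97) after 60 min. After 30 min the 2 genes thus lay on opposite sides of the control, and neither was past the threshold.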

The transcription of *groEL* (*BBMN68_44*) and *groES* (*BBMN68_1589*) was upregulated after 60 min exposure to oxygen. The GroEL/GroES complex is required for proper protein folding and is frequently involved in responses to heat, low-pH and bile-salt stresses in bifidobacteria^42–45^. Genes encoding other chaperones, such as *BBMN68_410* and *BBMN68_1510* encoding DnaJ and ClpB genes, respectively, were upregulated in strain BBMN68 after 60 min exposure to oxygen (Table 2). 

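BBMN68_410 (*dnaJ1*), from 496645 to 497790, had log2 ratios of 0.58 (0.52 to 0.65) after 30 min and 1.44 (1.39 to 1.49) after 60 min, with 3787, 4760 and 11640 reads in the control and at these times. BBMN68_1510 (*clpA2* in Table 2), from 1867636 to 1870305, had log2 ratios of 0.93 (0.88 to 0.98) and 1.48 (1.44 to 1.53), with 5253, 8384 and 16634 reads. Both genes were called after 60 min and neither after 30 min. Over the 9 chaperone and protease genes that the paper's text names, the median log2 ratio was 0.63 after 30 min, with 2 genes past the threshold, and 1.44 after 60 min, with all 9 past it. Among 10000 random lists of 9 loci matched on mean RPKM, these medians lay at percentile 92.7 and 99.9, which describes these libraries and is not independent evidence, since the study chose the genes on them.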

ClpB cooperates with DnaK, DnaJ, and GrpE in suppressing protein aggregation; this is a universal phenomenon found in different organisms’ responses to various abiotic stress conditions^46,47^. 

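*ibpA* (BBMN68_1305) lies from 1557962 to 1558465 on the minus strand. It had 5376 reads in the control, 33851 after 30 min and 41605 after 60 min, an RPKM of 510, 3829 and 3484. The log2 ratio was 2.91 (2.87 to 2.95) after 30 min and 2.77 (2.73 to 2.81) after 60 min. Of the 9 chaperone and protease genes named in the paper's text, *ibpA* and *thiJ* were past the threshold after 30 min. BBMN68_618, a leader peptidase gene that Table 2 adds to the proteases, was past it at both times, at 2.08 (1.76 to 2.41) and 2.46 (2.16 to 2.77).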

Note that expression of the gene *BBMN68_1305* encoding the small heat-shock protein (sHsp) IbpA was consecutively induced more than 6-fold after both 30 min and 60 min of oxygen exposure in BBMN68. The *ibpA* homolog *BL0576* is the most rapidly and strongly induced gene in *B. longum* NCC2705’s response to oxidative stress^41^. This result suggested that IbpA is important in preventing protein aggregation and misfolding, representing an early and persistent response to oxidative stress in BBMN68. In addition, several genes encoding proteases and peptidases were upregulated in BBMN68 after 60 min exposure to oxygen, including *clpP1* (*BBMN68_692*), *clpP2* (*BBMN68_693*), *thiJ* (*BBMN68_377*), and *pepO* (*BBMN68_1763*) (Table 2). These proteases and peptidases play a major role in the degradation and turnover of damaged proteins.

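The neighbouring genes *clpP1* and *clpP2*, which lie from 787337 to 788667 on the minus strand, had log2 ratios of 1.43 (1.42 to 1.44) and 1.41 (1.38 to 1.43) after 60 min. After 30 min *clpP1* was at -0.08 (-0.09 to -0.07) and *clpP2* at 0.63 (0.60 to 0.66), neither past the threshold. Reads of *clpP1* numbered 88751 in the control, 70408 after 30 min and 270527 after 60 min. *thiJ*, from 455130 to 455678, had 361, 1058 and 1119 reads and log2 ratios of 1.81 (1.63 to 1.98) and 1.45 (1.28 to 1.63). *pepO*, from 2178147 to 2180321, went from 56143 to 41630 and 129930 reads, log2 ratios of -0.18 (-0.20 to -0.16) and 1.03 (1.02 to 1.04). With median-of-ratios scaling *pepO* was at 1.00 after 60 min, just short of the threshold.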

Genes involved in the SOS response were also upregulated. The SOS response in bacteria is a global regulatory network for DNA-damage repair, governed by the repressor LexA and inducer RecA^21^. In BBMN68, *lexA* (*BBMN68_195*) expression was upregulated 2.72- and 3.50-fold after 30 and 60 min oxygen exposure, respectively (Table 2). Accordingly, several genes belonging to the *LexA* regulon were also upregulated upon exposure to oxygen (Table 2). Among them, the DNA-repair protein RecN encoded by *BBMN68_793* was upregulated 2.09- and 2.30-fold in BBMN68 upon oxygen exposure for 30 and 60 min, respectively; this protein has also been shown to be regulated by the ferric-uptake regulator (Fur) and to play a role in oxidative-damage protection in *Neisseria gonorrhoeae*^48^. This result suggested that oxygen-induced DNA damage leads to activation of RecA–LexA, which subsequently protects BBMN68 from oxidative stress.

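*lexA1* (BBMN68_195), from 230582 to 231307 on the minus strand, had 3133 reads in the control, 7136 after 30 min and 12415 after 60 min. The RPKM rose from 206 to 560 and 722. On the log2 scale the ratio was 1.44 (1.38 to 1.50) after 30 min and 1.81 (1.75 to 1.86) after 60 min.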

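*recN*, from 914165 to 915991 on the minus strand, had 628 reads in the control, 1103 after 30 min and 1640 after 60 min. The log2 ratio was 1.07 (0.92 to 1.21) after 30 min and 1.20 (1.07 to 1.34) after 60 min; with median-of-ratios scaling the first of these was 0.81 and not called. Among the other DNA-repair genes of Table 2, *uvrD1* (BBMN68_138) had log2 ratios of 2.27 (2.16 to 2.38) and 2.76 (2.65 to 2.86), *dinp1* (BBMN68_863) 1.14 (1.05 to 1.22) and 2.08 (2.01 to 2.16), and *uvrA1* (BBMN68_394) 0.75 (0.71 to 0.79) and 1.08 (1.04 to 1.12). Over *lexA1*, *recN*, *uvrD1*, *uvrA1* and *dinp1*, the median log2 ratio was 1.14 after 30 min, with 4 of 5 genes past the threshold, and 1.81 after 60 min, with 5 of 5. Median-of-ratios scaling left 2 of 5 past it after 30 min, *dinp1* being at 0.88. The paper proposes from these genes that oxygen-induced DNA damage activates RecA–LexA.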

### Effect of oxygen stress on carbohydrate, nucleotide, and amino acid metabolism

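In COG category G, 4 loci were upregulated and 17 downregulated after 30 min, and 9 and 21 after 60 min. The downregulated share of the called loci in G was therefore 81.0% after 30 min and 70.0% after 60 min. With only loci of mean RPKM of at least 10 counted, the numbers were 4 and 16, and 6 and 17.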

Most of the genes involved in carbohydrate transport and metabolism, belonging to COG category G, were downregulated in strain BBMN68 relative to controls, especially after 30 min exposure to oxygen (Fig. 3). An overall transcriptome map presents a clear picture of the proposed carbohydrate metabolism of BBMN68 grown under oxygen stress^49^ (Fig. S2). In general, the expression profiles of genes involved in the glycolysis and pentose phosphate pathways were not significantly modified. However, the expression of genes encoding three enzymes related to utilization of complex carbohydrate sources—enolase (*BBMN68_771*) and two phosphoglycerate mutases (*BBMN68_1437*, *BBMN68_1687*)—was upregulated in BBMN68 after 60 min of oxygen exposure (Table 2). 

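Of the pathway genes that the paper names by locus, the phosphoketolase gene BBMN68_708 had 760073 reads in the control, 630896 after 30 min and 801738 after 60 min. Its log2 ratio was -0.01 (-0.02 to -0.01) after 30 min and -0.10 (-0.11 to -0.10) after 60 min. The *gap* gene BBMN68_254 was at -0.21 (-0.23 to -0.20) and -0.58 (-0.60 to -0.57), with 83597, 60440 and 63230 reads. Neither gene was past the threshold at either time. Of other glycolytic genes in Table S2, *pgk* (BBMN68_399, from 482942 to 484147) was downregulated at both times, with log2 ratios of -1.48 and -1.26 (-1.28 to -1.24) on 54275, 16373 and 25677 reads. *fba* (BBMN68_1277) was at -0.61 (-0.67 to -0.54) after 30 min and, past the threshold, at -1.08 (-1.14 to -1.01) after 60 min. These last 2 genes were picked out after their values were seen. Table S2 lists changed loci alone, so they do not tell what share of the pathway genes changed.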

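The enolase gene *eno*, from 884620 to 885918 on the minus strand, had 99461 reads in the control, 94454 after 30 min and 243205 after 60 min, an RPKM of 3661, 4146 and 7901. The log2 ratio after 60 min was 1.11 (1.10 to 1.12). After 30 min it was 0.18 (0.17 to 0.19), a sign that turned with median-of-ratios scaling, to -0.07. BBMN68_1437 (*phoE*), from 1743617 to 1744330, rose from 1120 reads to 3468 and 12028, log2 ratios of 1.88 (1.79 to 1.98) and 3.24 (3.16 to 3.33), and was past the threshold at both times. BBMN68_1687 (*gpmA*), from 2095673 to 2096413, had 27354, 35727 and 64862 reads and log2 ratios of 0.64 (0.62 to 0.66) and 1.07 (1.04 to 1.09).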

Enolase overproduction in BBMN68’s response to oxygen was also confirmed in our previous proteomics study^16^; these three enzymes fuel the bifid shunt, although expression of genes encoding the key enzymes of that shunt—fructose-6-phosphate phosphoketolase (FPPK, BBMN68_708) and glyceraldehyde 3-phosphate dehydrogenase (Gap, BBMN68_254)—was not significantly induced. Many of the genes encoding proteins in oligosaccharide and disaccharide metabolism were downregulated relative to controls (Table S2), suggesting that polysaccharide utilization is repressed in BBMN68 in response to oxidative stress. On the other hand, the following transport systems genes were heavily downregulated: *BBMN68_1170* encoding a solute-binding protein of the ABC transporter system and predicted to be a putative transporter for oligofructose^50^; *BBMN68_1728* encoding a putative multiple sugar transport system permease protein and suggested to be involved in the transport of multiple sugars with fructose and mannose moieties^50^; *BBMN68_217–219* encoding proteins involved in transporting mannose-containing oligosaccharides^50^ (Table 2). These results corresponded with the repressed polysaccharide and oligosaccharide utilization in BBMN68 under oxygen stress, which has also been detected in BBMN68 in response to acid and bile-salt stress^51,52^.

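BBMN68_1170, from 1383889 to 1385214, fell from 17222 reads in the control to 3582 after 30 min and 4971 after 60 min, log2 ratios of -2.01 (-2.06 to -1.96) and -1.97 (-2.02 to -1.93). BBMN68_1728 (*xylH*) fell from 1521 to 379 and 572 reads, log2 ratios of -1.75 (-1.92 to -1.59) and -1.59 (-1.73 to -1.45). In the run BBMN68_217 to BBMN68_219, from 260474 to 263573 on the plus strand, the log2 ratios after 30 min were -2.03, -2.66 and -1.74. After 60 min they were -1.98, -1.62 and -1.49. BBMN68_218, the lowest after 30 min, had 647, 86 and 238 reads, the fewest of this group. Together with *mglA3* (BBMN68_1727), at -0.18 (-0.31 to -0.05) and -1.10 (-1.25 to -0.96), 5 of 6 genes were past the threshold after 30 min and 6 of 6 after 60 min. The median of the 6 genes was -1.88 after 30 min and -1.61 after 60 min.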

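The class Ib genes lie on the plus strand from 1671512 to 1675848, as *nrdH* (BBMN68_1397), *nrdI* (BBMN68_1398), *nrdE* (BBMN68_1399), the hypothetical gene BBMN68_1400 and *nrdF* (BBMN68_1401). *nrdF* rose from 2185 reads in the control to 67936 after 30 min and 67697 after 60 min, log2 ratios of 5.21 (5.15 to 5.27) and 4.77 (4.71 to 4.84), the highest of all called coding loci with a mean RPKM of at least 10 at each time. *nrdE* rose from 8328 to 77567 and 75870 reads, log2 ratios of 3.47 (3.44 to 3.51) and 3.01 (2.97 to 3.04). For *nrdI* the log2 ratios were 2.06 (2.01 to 2.11) and 1.63 (1.58 to 1.68), with 4278, 14984 and 14958 reads. BBMN68_1400, of 90 bases, rose from 322 to 7452 and 9095 reads, log2 ratios of 4.79 (4.63 to 4.95) and 4.64 (4.48 to 4.80). Downstream of *nrdF*, BBMN68_1402 (*wcaA2*), picked out after its values were seen, was at 2.40 (2.34 to 2.46) and 1.84 (1.78 to 1.91). The class III genes *nrdD* (BBMN68_1785) and *nrdG* (BBMN68_1786) lie from 2204392 to 2207676. *nrdD* had 96070, 246552 and 235148 reads and log2 ratios of 1.61 and 1.11 (1.10 to 1.12). *nrdG* had 5320, 28485 and 22828 reads and log2 ratios of 2.67 (2.63 to 2.72) and 1.92 (1.88 to 1.96). The median over *nrdH*, *nrdI*, *nrdE* and *nrdF* was 3.08 after 30 min and 2.85 after 60 min, and over *nrdD* and *nrdG* 2.14 and 1.52. Scaling by median of ratios, which moved these medians most after 30 min, gave 2.83 and 1.89 there. From this induction the paper concludes that the RNRs supply deoxynucleotides, which it proposes could serve the turnover of oxidatively damaged DNA.

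**Figure D2:**
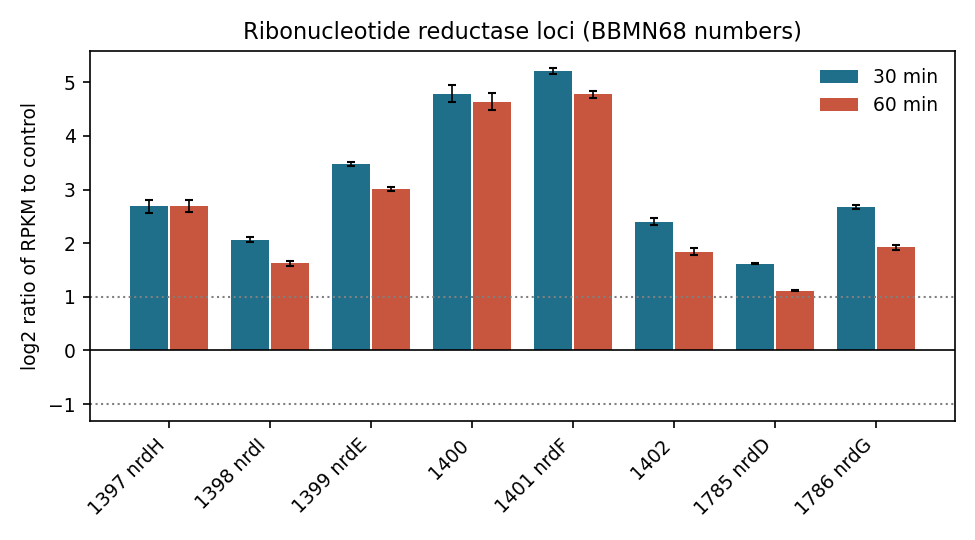
Log2 ratio of RPKM to the control (vertical axis) of the RNR loci (horizontal axis, by BBMN68 number) after 30 min and 60 min of 3% oxygen. Bars are single libraries, error bars are 95% counting intervals, and dotted lines mark -1 and 1. All bars lie above 1; *nrdF* is highest, at 5.21 and 4.77.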

The expression of ribonucleotide reductase (RNR) gene clusters, including class III RNR *nrdDG* (*BBMN68_1785/1786*), and class Ib RNR *nrdHIEF* operon (*BBMN68_1397/1398/1399/1401*), was highly induced in BBMN68 in response to oxygen (Table 2). NrdDG is an oxygen-sensitive enzyme in anaerobes that is normally expressed under microaerophilic and anaerobic conditions^53^. While the class Ib RNR, which was the highest upregulated gene cluster (*nrdHIEF* operon) in this study, has been suggested to act primarily in response to oxidative stress^54^. *nrdE* upregulation in BBMN68 in response to oxygen stress has also been confirmed at the translational level^14^. However, *nrdHIEF* induction in *B. animalis* subsp. *lactis* BL-04 and *B. longum* NCC2705 in response to sublethal levels of H_2_O_2_ was only transitory^17,18^. We therefore analyzed the temporal expression of RNR cluster genes in BBMN68 upon exposure to oxygen by RT-qPCR. The result showed that *nrdD* was induced after 20 min and *nrdG* was induced after 10 min oxygen exposure (Fig. 4). In the *nrdHIEF* cluster, *nrdH*, *nrdE*, and *nrdF* were induced after 5 min, and *nrdI* was induced after 10 min oxygen exposure (Fig. 4). Accordingly, transcription of the putative transcriptional repressor NrdR-encoding gene *BBMN68_197* decreased rapidly in BBMN68 upon exposure to oxygen (Fig. 4); putative NrdR-binding sites, as determined by Rodionov and Gelfand^55^, were located in the promoter region of *BBMN68_1785* and *BBMN68_1397*, respectively (data not shown). Upregulation of RNRs supported deoxynucleoside diphosphate/deoxynucleoside triphosphate (dNDP/dNTP) biosynthesis, which could be used for turnover and scavenging of oxidatively damaged DNA in BBMN68.

**Figure 4:**
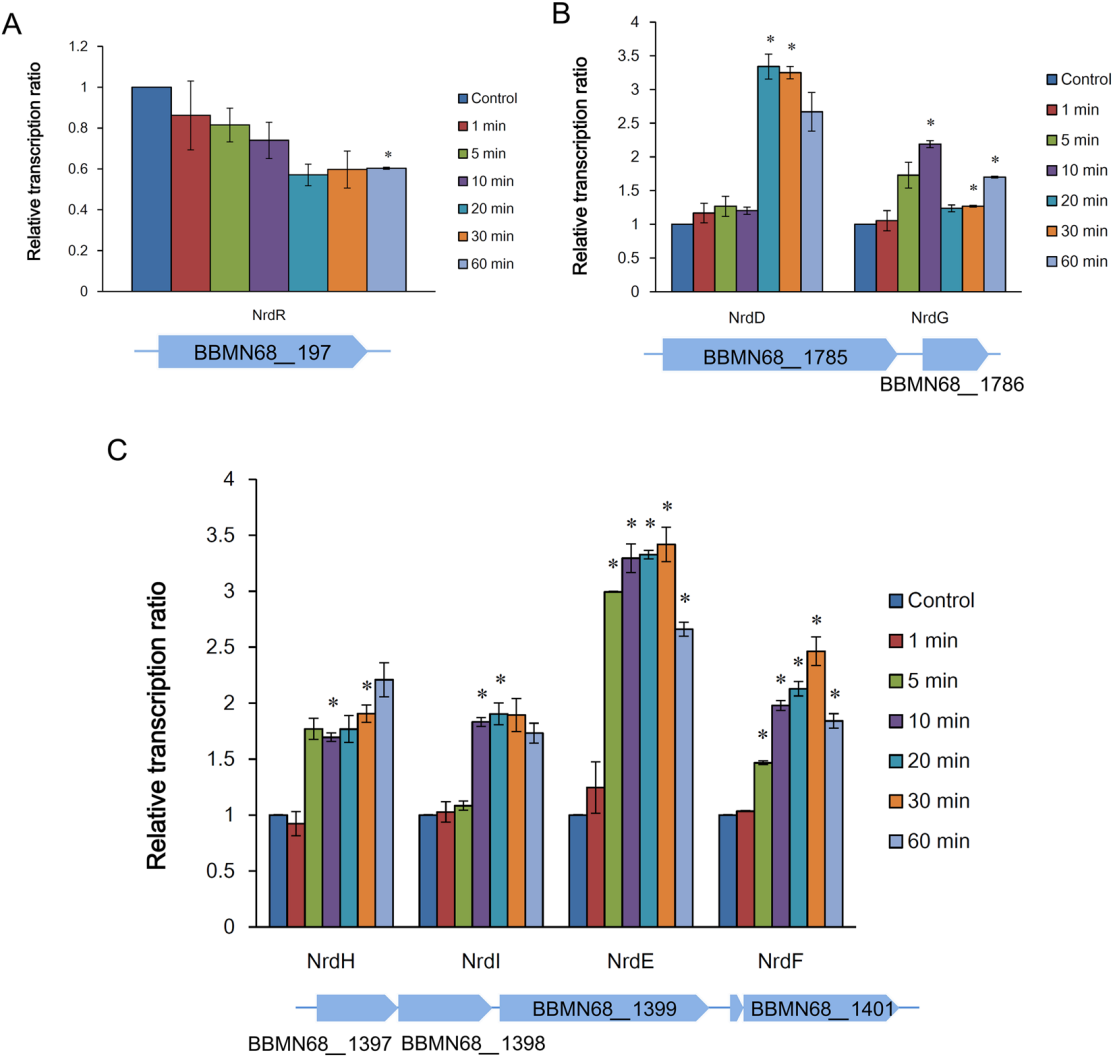
Time-course expression of ribonucleotide reductase gene clusters in *B. longum* BBMN68 response to 3% (v/v) oxygen stress detected by RT-qPCR. (**A**) Putative RNR regulator gene *nrdR* (*BBMN68_197*). (**B**) Class III RNRs *nrdDG* (*BBMN68_1785/1786*). (**C**) Class Ib RNRs *nrdHIEF* (*BBMN68_1397/1398/1399/1401*). Relative expression ratio was calculated as the ratio between signals observed in oxygen-treated samples (1 min, 5 min, 10 min, 20 min, 30 min, 60 min) and oxygen-untreated sample (Control). The mean values from three independent determinations ± SD are shown. Asterisks indicate a statistically significant difference (*P < 0.05).

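The *pyr* cluster from *pyrE* (BBMN68_528) to *pyrB* (BBMN68_534) lies on the minus strand; Table S2 gives positions from 602447 to 606038 for its loci BBMN68_528 to BBMN68_531. After 30 min the log2 ratio was -1.24 (-1.31 to -1.16) for *pyrE*, -0.74 (-0.83 to -0.66) for *pyrD1*, -1.06 (-1.13 to -0.99) for *ubiB* and -1.18 (-1.31 to -1.05) for *pyrF2*. After 60 min the same genes were at -1.84 (-1.92 to -1.76), -1.08, -0.91 (-0.97 to -0.85) and -1.18 (-1.30 to -1.07). BBMN68_532 was at -0.46 and -0.70, BBMN68_533 at -0.01 and -0.45, none of them past the threshold. BBMN68_534 was at 0.06 (0.00 to 0.12) and 0.16 (0.11 to 0.21); the value after 30 min turned to -0.19 with median-of-ratios scaling. At each time 3 of 7 genes were past the threshold, and the median of the cluster was -0.74 after 30 min and -0.91 after 60 min. Read numbers ran from 688 to 7910 per gene and library.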

Downregulation of pyrimidine-biosynthesis genes, including members of the *pyr* gene cluster (*pyrB/I/C/F2–ubiB–pyrD1/E*; *BBMN68_534–528*), was transiently observed in response to oxygen stress in BBMN68 (Table S2). Downregulation of pyrimidine biosynthesis is a common response to different stress conditions in bifidobacteria^52,56^. In contrast, genes involved in purine metabolism were upregulated, including *BBMN68_909*, *BBMN68_1636*, and *BBMN68_591* (Table S2), leading to enhanced ATP and GTP production.

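BBMN68_909 (*dgt*), from 1047928 to 1049202, had 1245 reads in the control, 3644 after 30 min and 4357 after 60 min; its RPKM was 3.49 and 3.09 times that of the control, the latter a log2 ratio of 1.63 (1.54 to 1.72). BBMN68_591, from 668262 to 669161, had 455, 2244 and 2453 reads, with log2 ratios of 2.56 and 2.25 (2.11 to 2.40). The adenylate kinase gene BBMN68_1636 (*adk*) had 64459, 80128 and 270395 reads. Its RPKM stood at a log2 ratio of 0.57 (0.55 to 0.58) after 30 min, not past the threshold, and of 1.89 (1.88 to 1.90) after 60 min.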

Genes belonging to COG category E (amino acid transport and metabolism) were strongly and persistently induced compared to controls (Fig. 3), indicating that the processes of amino acid and protein biosynthesis, transport and metabolism are strengthened upon BBMN68 exposure to oxygen-induced oxidative stress. However, the mRNA levels of most of the ribosomal protein-encoding genes were downregulated (Table S2). 

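Table S2 names 22 ribosomal protein genes by symbol, which are genes it lists because they changed; the symbols of the others could not be read from it. After 30 min, 20 of the 22 lay below the control and 10 were past the threshold; the median log2 ratio was -0.93, and -1.19 with 17 genes past the threshold under median-of-ratios scaling. After 60 min, 17 were downregulated and 2, *rplC* (BBMN68_1615) and *rplD* (BBMN68_1616), upregulated, with a median of -1.22. *rplJ* (BBMN68_1579) fell from 240429 reads in the control to 36877 and 39867, log2 ratios of -2.45 (-2.47 to -2.44) and -2.77 (-2.79 to -2.76). *rpsS* (BBMN68_1619) fell from 49881 to 10079 and 8263 reads, log2 ratios of -2.05 (-2.08 to -2.02) and -2.77 (-2.81 to -2.74). *rplC* was at 0.19 (0.15 to 0.22) after 30 min, or -0.07 with median-of-ratios scaling, and at 1.10 (1.07 to 1.13) after 60 min. *rplD* was at 0.13 (0.09 to 0.16), or -0.13 with that scaling, and at 1.23 (1.20 to 1.26).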

Ribosomal proteins are necessary for ribosome assembly and stability. It has been suggested that ribosomal protein synthesis is controlled primarily at the translational level, and that rRNA transcription is the rate-limiting step in ribosome synthesis in model organisms such as *E. coli* and *B. subtilis*^57^. It is speculated that the downregulation of ribosomal protein-encoding genes will have less influence on protein synthesis in BBMN68. A similar observation has been reported in *B. longum* in response to low pH and heat stress^43,45^, and in *Lactobacillus rhamnosus* in response to bile salt stress^56^. Nevertheless, most of the tRNA-encoding genes were transiently upregulated after 30 min but downregulated or unchanged after 60 min exposure to oxygen (except tRNA–Thr-encoding *BBMN68_tRNA39*, which was upregulated) (Table S2). This suggested that protein synthesis is strengthened at the early stage of oxidative stress in BBMN68, but is then suppressed at the later stage. 

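Reads inside tRNA loci made up 0.0973% of the reads in the control (14434 reads), 0.408% after 30 min (54240) and 0.0870% after 60 min (16092). Of 55 tRNA loci, 51 had a log2 ratio after 30 min and 48 after 60 min. After 30 min, 50 of the 51 lay above the control, 46 of them also with median-of-ratios or TMM scaling; 31 were past the threshold and the median log2 ratio was 1.91. After 60 min, 44 of the 48 lay below the control, 15 of them past the threshold, and the median was -0.89. Some of these loci had very few reads: BBMN68_tRNA11 had 1 in each library, and BBMN68_tRNA16 had 4 both in the control and after 60 min. With only loci of mean RPKM of at least 10 counted, 42 of 43 lay above the control after 30 min, with a median of 2.06. After 60 min, 30 of 33 such loci lay below it, with a median of -0.84. Upregulated after 60 min were BBMN68_tRNA39 (tRNA-Thr, from 1662837 to 1662910), with 13 reads in the control and 70 after 60 min, log2 ratio 2.25 (1.38 to 3.23), and BBMN68_tRNA27 (tRNA-Arg, from 1309524 to 1309599), with 3281 and 10023 reads, log2 ratio 1.43 (1.37 to 1.49). The highest log2 ratio after 30 min was that of BBMN68_tRNA31, from 179 reads to 6093 after 30 min, log2 ratio 5.34 (5.13 to 5.57), and 154 after 60 min, log2 ratio -0.40 (-0.72 to -0.08). BBMN68_tRNA44 (tRNA-Thr, from 1988748 to 1988819) fell from 424 reads to 53 and 58, log2 ratios of -2.75 (-3.19 to -2.33) and -3.05 (-3.47 to -2.65). The tRNA loci are 71 to 90 bases long, and 16109, 18220 and 5083 further reads ran across their ends in the control, after 30 min and after 60 min; these are not in the RPKM. With them counted, an alternative chosen after seeing the data, the medians were 1.84 and -1.15. The paper proposes from these changes that protein synthesis is strengthened early in oxidative stress and suppressed later.

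**Figure D3:**
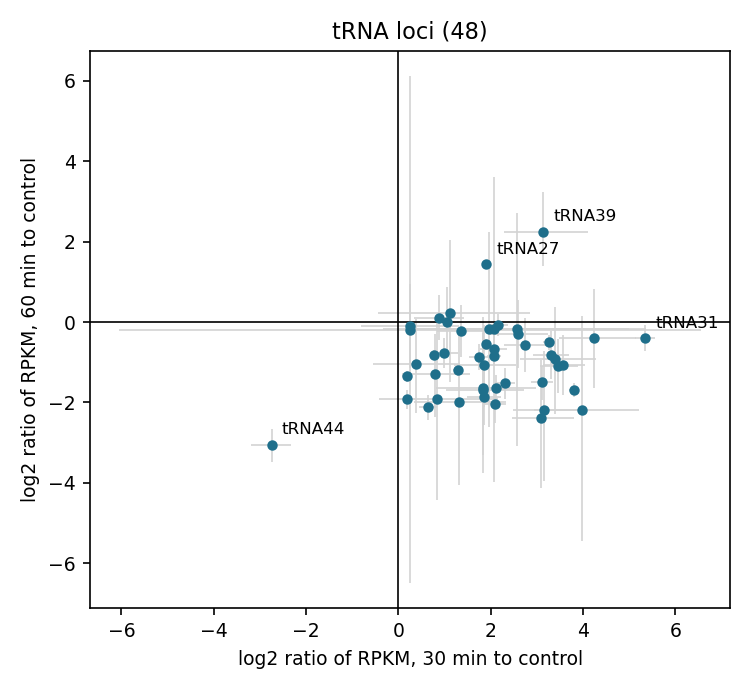
Log2 ratio of RPKM to the control of 48 tRNA loci after 30 min (horizontal axis) and 60 min (vertical axis) of 3% oxygen; each point is a locus and the lines are 95% counting intervals. Most points lie to the right of 0 and below 0; BBMN68_tRNA39 and BBMN68_tRNA27 lie above 0 on both axes, and BBMN68_tRNA44 below 0 on both. The points of BBMN68_tRNA3, BBMN68_tRNA5 and BBMN68_tRNA11, just right of 0, change side with median-of-ratios scaling.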

Since the target of ROS are biomacromolecules, such as nucleic acids and proteins, their protection from ROS damage is essential for cell survival under oxidative stress^58^. From the observation that most tRNAs were first upregulated and then downregulated, together with the strong upregulation of chaperones and proteases, we hypothesized that *B. longum* BBMN68 reduces the global rates of protein synthesis, along with enhanced production of chaperones and Clp proteases to promote recycling of the misfolded and aggregated proteins under oxidative stress. Such a change in expression has also been observed in *Bacteroides fragilis* in response to oxygen exposure^59^, and in *B. longum* in response to high temperature^45^.

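Among the genes for BCAA synthesis, *leuC* (BBMN68_1521, from 1883375 to 1884778) rose from 312 reads in the control to 1306 after 30 min and 2784 after 60 min, log2 ratios of 2.32 and 2.98 (2.81 to 3.15). *leuD* (BBMN68_1522), next to it, was at 1.42 (1.27 to 1.57) and 1.78 (1.64 to 1.92). *leuA* (BBMN68_1222) was at 1.35 (1.32 to 1.38) and 1.13 (1.10 to 1.16), *leuB* (BBMN68_984) at 1.55 (1.52 to 1.59) and 1.42 (1.39 to 1.46), and *ilvE* (BBMN68_592) at 2.02 (2.00 to 2.04) and 1.40 (1.38 to 1.42). *ilvC1* (BBMN68_1262, from 1502727 to 1503779) had a log2 ratio of 0.94 (0.90 to 0.98) after 30 min, not past the threshold, and 1.44 (1.41 to 1.48) after 60 min. Its neighbour *ilvC2* (BBMN68_1263), of the same length of 1053 bases, had 97468, 239208 and 268139 reads and was at 1.55 (1.54 to 1.56) and 1.28 (1.27 to 1.29). Reads that fit both *ilvC* copies would have no unique position, and whether such reads were lost could not be tested without the genome sequence. Over the 7 genes the median was 1.55 after 30 min, with 6 genes past the threshold, and 1.42 after 60 min, with all 7 past it.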

Notably, most genes encoding the biosynthesis of the branched-chain amino acids (BCAAs) L-Ile, L-Val, and L-Leu were significantly upregulated^49^ (Table 2, Fig. S3), including *leuABCD* (*BBMN68_1222/984/1521/1522*), *ilvC1* (*BBMN68_1262*), and *ilvE* (*BBMN68_592*). Upregulation of *leuA* expression in BBMN68 in response to oxygen-induced stress had also been confirmed at the translational level^16^. Correspondingly, genes involved in BCAA transport—*livKHMGF* (*BBMN68_1747−1751*)—were also induced after both 30 and 60 min of oxygen exposure (Table 2). 

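The genes *livK*, *livH*, *livM*, *livG* and *livF* lie side by side on the plus strand from 2159628 to 2164637. All 5 were past the threshold at both times, with log2 ratios from 1.27 (*livM*, 1.21 to 1.34) to 1.72 (*livG*, 1.68 to 1.77) after 30 min and from 1.59 (*livF*, 1.53 to 1.65) to 1.93 (*livK*, 1.89 to 1.97) after 60 min. *livK* had 5133 reads in the control, 13335 after 30 min and 22150 after 60 min, and *livH*, with the fewest, 2420, 5568 and 9171. The median was 1.46 after 30 min, or 1.20 with median-of-ratios scaling, and 1.74 after 60 min.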

Transcription of BCAA synthesis-related genes has been found to be induced in bifidobacteria under conditions of low-pH and bile-salt stress^42,43,51^. Deamination of BCAAs has been postulated as a mechanism for maintaining internal cell pH^43^, but it has not been characterized in bifidobacteria’s oxidative stress response. The upregulation of BCAA biosynthesis might provide ATP for energy metabolism and hydrophobic amino acids for protein synthesis in BBMN68 in response to oxidative stress.

Expression of genes encoding Fe–S cluster-assembly proteins, including *sufB* (*BBMN68_612*), *sufD* (*BBMN68_611*), *csdB* (*BBMN68_609*, also known as *sufS*), was upregulated in BBMN68 exposed to oxygen for 60 min (Table 2). 

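The *suf* genes lie on the minus strand of the BBMN68 chromosome from 687659 (*csdB*) to 692617 (BBMN68_612, *sufB2* in Table 2). After 60 min, log2 ratios were 1.78 (1.75 to 1.82) for *csdB*, 2.12 (2.08 to 2.16) for BBMN68_611 (*sufB1* in Table 2) and 1.49 (1.47 to 1.52) for BBMN68_612. After 30 min they were 0.77 (0.73 to 0.82), 1.10 (1.05 to 1.14) and 0.51 (0.47 to 0.54), of which BBMN68_611 alone was past the threshold; with median-of-ratios scaling it was at 0.85 and not called. BBMN68_611 had 6492 reads in the control, 11656 after 30 min and 31927 after 60 min. BBMN68_610, which lies between *csdB* and BBMN68_611 by its number and was picked out after its values were seen, was at -0.24 (-0.26 to -0.22) and 0.48 (0.46 to 0.50).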

CsdB, an IscS/Nifs homolog, plays a main role in the assembly of Fe–S clusters by mobilizing the S atom of L-Cys through cysteine desulfurase activity^60^. The SufBCD complex acts as a scaffold which donates Fe–S clusters to SufA under oxidative stress and during iron starvation in *E. coli*^61^. However, gene *BBMN68_269* encoding another Fe–S cluster assembly-related protein NifS, was not significantly induced, suggesting that only the *suf* system is induced by oxidative stress in BBMN68. Thus, to restore the necessary biochemical metabolism in response to oxidative stress, BBMN68 shows adaptable strengthening of Fe–S cluster-containing protein biosynthesis.

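BBMN68_269 had 470 reads in the control, 453 after 30 min and 615 after 60 min, with an RPKM of 18.0, 20.7 and 20.8. Its log2 ratio was 0.20 (0.01 to 0.39) after 30 min and 0.21 (0.03 to 0.38) after 60 min. The value after 30 min turned to -0.05 with median-of-ratios scaling. The depth of these libraries leaves an interval of that width on each value, and neither was past the threshold. The difference in response between BBMN68_269 and the *suf* genes was not tested, since each condition has 1 library.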

### Oxidative stress accelerates folate biosynthesis in BBMN68

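Table 2 lists 5 genes for folate biosynthesis: *folE* (BBMN68_1717), *folP* (BBMN68_1718), *folB* (BBMN68_1719), *folC* (BBMN68_243) and *folA* (BBMN68_1698). After 60 min all 5 were past the threshold, with log2 ratios of 1.93 (1.86 to 2.01), 1.73 (1.63 to 1.83), 1.15 (1.11 to 1.19), 1.49 (1.44 to 1.55) and 1.36 (1.32 to 1.41) in that order. After 30 min *folE* alone was, at 1.36 (1.28 to 1.44); the other genes lay between 0.73 (*folB*, 0.68 to 0.77) and 0.96 (*folC*, 0.90 to 1.02). *folE*, *folP* and *folB* lie in a row on the plus strand from 2128639 to 2131724, and *folE* had 1757 reads in the control, 3784 after 30 min and 7594 after 60 min. The median over the 5 genes was 0.84 after 30 min, or 0.59 with median-of-ratios scaling, and 1.49 after 60 min.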

Genes involved in tetrahydrofolate (H_4_-folate) biosynthesis were upregulated in BBMN68 after 60 min oxygen exposure^49^ (Table 2, Fig. S4). H_4_-folate serves as a donor of 1-C units involved in the biosynthesis of purines, thymidine, glycine, methionine and pantothenate. In bacteria, H_4_-folate is also required for the synthesis of formylmethionyl tRNA^fMet^, which is essential for the initiation of protein synthesis^62,63^. The induction of folate biosynthesis may contribute to repairing the DNA and protein damage caused by oxidative stress in BBMN68. In addition, the aforementioned increase in GTP production from purine metabolism supports precursors for H_4_-folate synthesis.

### BBMN68 alters cell-surface properties in response to oxidative stress

Oxygen exposure causes changes in fatty acids in the bifidobacteria cells and an extension of the lag phase of growth; the cells become elongated and develop a rough surface due to abnormal or incomplete cell division^64^. In this study, autoaggregation and hydrophobicity properties of BBMN68 cells exposed to oxygen were increased compared to untreated cells (Fig. 5), suggesting that BBMN68 cell-surface components were modified in response to oxidative stress. 

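*cfa* (BBMN68_1705), from 2113557 to 2114861 on the minus strand, had 7964 reads in the control, 18110 after 30 min and 43424 after 60 min. Its RPKM was 292, 791 and 1404. On the log2 scale this was a rise of 1.44 (1.40 to 1.48) after 30 min and of 2.27 (2.23 to 2.30) after 60 min.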

Remarkably, *BBMN68_1705* encoding cyclopropane-fatty-acyl-phospholipid synthase, which catalyzes cyclopropane fatty acid biosynthesis, showed 2.71- and 4.81-fold upregulation in BBMN68 upon exposure to oxygen after 30 min and 60 min, respectively (Table 2). Cyclopropane fatty acid plays a role in the defense against environmental stresses via modification of the viscosity and permeability of cell membranes in lactic acid bacteria and bifidobacteria^51,52,65–67^. Increased cyclopropane fatty acid composition in cell membranes leads to a more hydrophobic cell surface, and the surface hydrophobicity of BBMN68 cells increased 70% to 100% upon exposure to oxygen (Fig. 5A). In addition, three adjacent operons (*BBMN68_1487–BBMN68_1490*, *BBMN68_1493–BBMN68_1491*, and *BBMN68_1494–BBMN68_1496*) encoding proteins involved in polysaccharide biosynthesis and transport were repressed in BBMN68 upon exposure to oxygen (Table 2). In particular, the transcription of two genes encoding rhamnosyltransferase was downregulated—*BBMN68_1492* and *BBMN68_1493* (Table 2). This revealed that BBMN68 reduces polysaccharide synthesis in response to oxidative stress, which might also contribute to improved hydrophobicity and autoaggregation of BBMN68 cells upon exposure to oxygen, because polysaccharides are likely to hinder cell aggregation and adhesion^68,69^. This, in turn, might reduce penetration of the surrounding dissolved oxygen into the cells^70,71^, thereby reducing the damage caused by the oxidative stress.

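After 60 min all 10 genes from BBMN68_1487 to BBMN68_1496 lay below the control, 7 of them past the threshold, and the median log2 ratio was -1.31. After 30 min the median was -0.26, 7 genes lay below the control and 2 were past the threshold, BBMN68_1491 and BBMN68_1492. In the first operon, BBMN68_1487 to BBMN68_1490 were at 0.29 (0.24 to 0.33), 0.40 (0.36 to 0.43), -0.38 (-0.43 to -0.34) and 0.05 (0.01 to 0.09) after 30 min, the last of which turned to -0.20 with median-of-ratios scaling. After 60 min they were at -0.18, -0.51, -1.32 and -1.74. BBMN68_1491 had 15362 reads in the control, 4601 after 30 min and 4220 after 60 min, log2 ratios of -1.49 (-1.53 to -1.44) and -2.04. In the third operon, BBMN68_1494, *tagG* (BBMN68_1495) and *tagH* (BBMN68_1496) were at -0.01 (-0.05 to 0.03), -0.52 (-0.55 to -0.48) and -0.13 (-0.16 to -0.11) after 30 min and at -0.82, -1.43 and -1.29 after 60 min. From these genes the paper concludes that BBMN68 reduces polysaccharide synthesis under oxidative stress, which it proposes may add to hydrophobicity and autoaggregation.

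**Figure D4:**
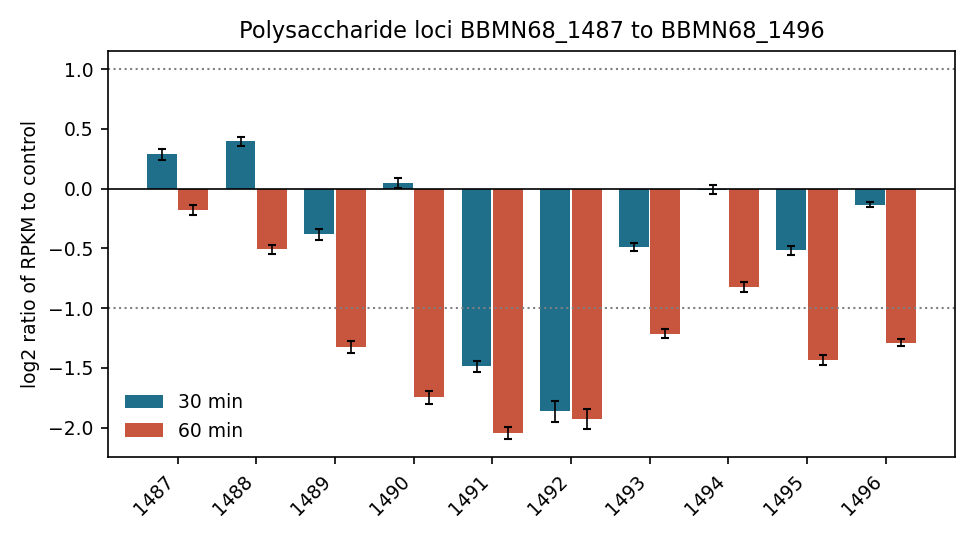
Log2 ratio of RPKM to the control (vertical axis) of the loci BBMN68_1487 to BBMN68_1496 (horizontal axis) after 30 min and 60 min of 3% oxygen. Bars are single libraries, error bars are 95% counting intervals, and dotted lines mark -1 and 1. After 30 min 2 bars pass -1, and after 60 min 7 do; BBMN68_1490 after 30 min, at 0.05, changes side with median-of-ratios scaling.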

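BBMN68_1492, from 1845667 to 1847592 on the minus strand, fell from 5221 reads in the control to 1203 after 30 min and 1557 after 60 min, log2 ratios of -1.86 (-1.96 to -1.77) and -1.93 (-2.01 to -1.84). BBMN68_1493, from 1847656 to 1849611, fell from 17811 to 10649 and 8709 reads. Its log2 ratio was -0.49 (-0.52 to -0.45) after 30 min, not past the threshold, and -1.21 (-1.25 to -1.18) after 60 min.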

**Figure 5:**
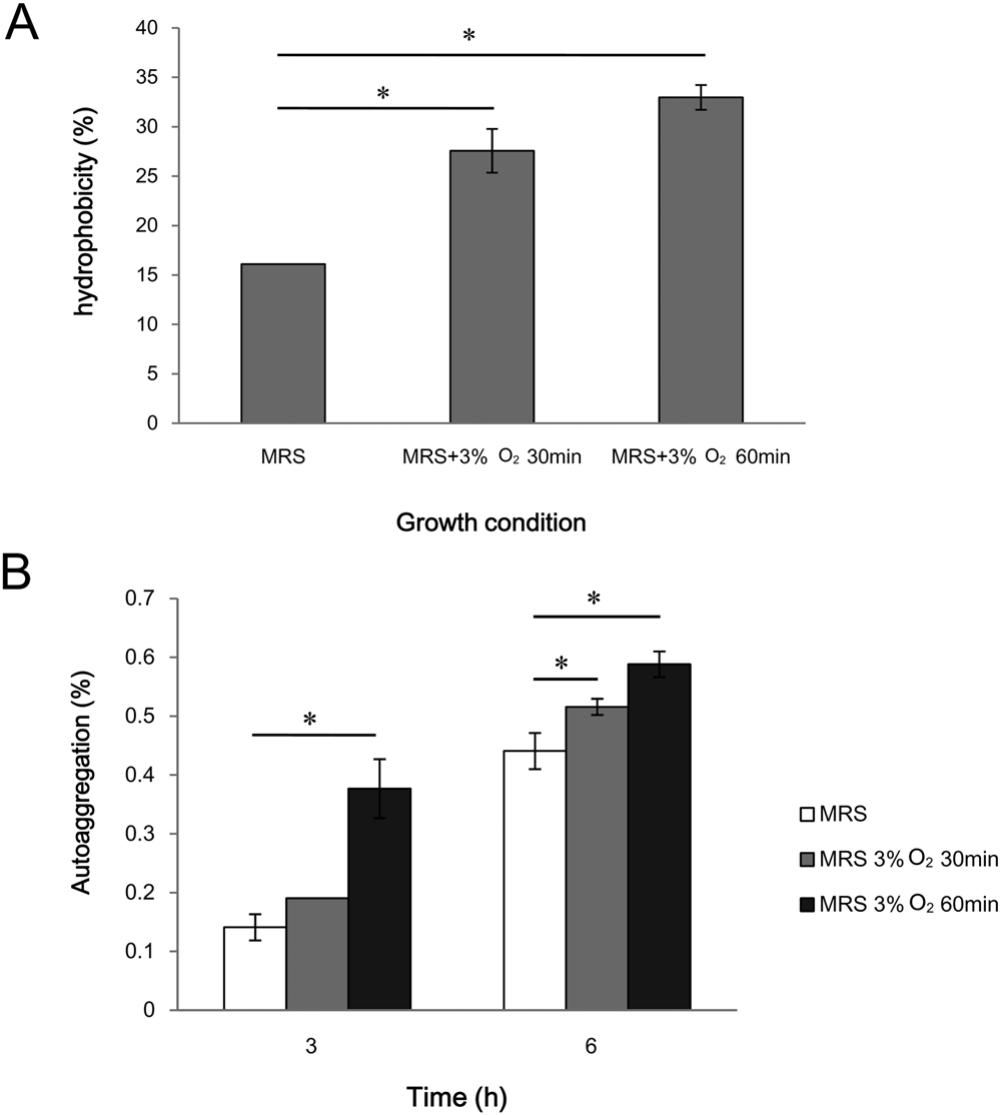
Hydrophobicity (**A**) and autoaggregation (**B**) properties of *B. longum* BBMN68 under different growth conditions. The mean values from three independent determinations ± SD are shown. Asterisks indicate a statistically significant difference (*P < 0.05).

## Conclusion

In this study, we used RNA-Seq transcriptome profiling to investigate the mechanism governing the response to oxygen in the potentially probiotic *B. longum* strain BBMN68. Analysis of the pathways associated with the genes showing altered expression suggested that *B. longum* BBMN68 employs a complex global mechanism to cope with oxidative stress. First, the thioredoxin–thioredoxin reductase system, with thioredoxin-dependent pathways such as AhpC, provide a primary defense against ROS generated by aerobic metabolism. Moreover, several physiological processes were modulated for adaptation to the oxidative stress. To effectively cope with oxidative stress, *B. longum* BBMN68 enhanced BCAA, Fe–S, dNDP/dNTP and H_4_-folate production, toward protein and nucleotide biosynthesis and repair. In addition, *B. longum* BBMN68 increased cyclopropane-fatty-acyl-phospholipid synthase biosynthesis, while reduced cell-wall components and polysaccharide synthesis in response to oxidative stress. This could contribute to an increase in cell hydrophobicity and autoaggregation, protecting the cells from oxygen exposure. Taken together, our study provides the transcriptional landscape of *B. longum* BBMN68 grown under oxygen challenge and provides a wealth of clues for further detailed study.

## Electronic supplementary material

Supplemental information

supplementary dataset Table S2

## References

[1] Ventura M (2007). Genomics of Actinobacteria: tracing the evolutionary history of an ancient phylum. Microbiol. Mol. Biol. Rev..

[2] Lee JH, O’Sullivan DJ (2010). Genomic insights into bifidobacteria. Microbiol. Mol. Biol. Rev..

[3] Russell DA, Ross RP, Fitzgerald GF, Stanton C (2011). Metabolic activities and probiotic potential of bifidobacteria. Int. J. Food Microbiol..

[4] Shah NP (2000). Probiotic bacteria: selective enumeration and survival in dairy foods. J. Dairy Sci..

[5] Boylston TD, Vinderola CG, Ghoddusi HB, Reinheimer JA (2004). Incorporation of bifidobacteria into cheeses: challenges and rewards. Int. Dairy J..

[6] Talwalkar A, Kailasapathy K (2003). Metabolic and biochemical responses of probiotic bacteria to oxygen. J. Dairy Sci..

[7] Simpson PJ, Stanton C, Fitzgerald GF, Ross RP (2005). Intrinsic tolerance of *Bifidobacterium* species to heat and oxygen and survival following spray drying and storage. J. Appl. Microbiol..

[8] Imlay JA (2008). Cellular defenses against superoxide and hydrogen peroxide. Annu. Rev. Biochem..

[9] Brioukhanov AL, Netrusov AI (2004). Catalase and superoxide dismutase: distribution, properties, and physiological role in cells of strict anaerobes. Biochemistry-Moscow.

[10] Brioukhanov AL, Netrusov A (2007). Aerotolerance of strictly anaerobic microorganisms and factors of defense against oxidative stress: A review. Appl. Biochem. Microbiol..

[11] O’Callaghan A, van Sinderen D (2016). Bifidobacteria and their role as members of the human gut microbiota. Front. Microbiol..

[12] Hayashi K (2013). Purification and characterization of oxygen-inducible haem catalase from oxygen-tolerant *Bifidobacterium asteroides*. Microbiology.

[13] Zuo FL (2014). Homologous overexpression of alkyl hydroperoxide reductase subunit C (*ahpC*) protects *Bifidobacterium longum* strain NCC2705 from oxidative stress. Res. Microbiol..

[14] Ruiz L (2012). Molecular clues to understand the aerotolerance phenotype of *Bifidobacterium animalis* subsp. *lactis*. Appl. Environ. Microbiol..

[15] Schell MA (2002). The genome sequence of *Bifidobacterium longum* reflects its adaptation to the human gastrointestinal tract. Proc. Natl. Acad. Sci. USA.

[16] Xiao M (2011). Oxidative stress-related responses of *Bifidobacterium longum* subsp. *longum* BBMN68 at the proteomic level after exposure to oxygen. Microbiology..

[17] Oberg TS, Ward RE, Steele JL, Broadbent JR (2013). Genetic and physiological responses of *Bifidobacterium animalis* subsp. *lactis* to hydrogen peroxide stress. J. Bacteriol..

[18] Oberg TS, Ward RE, Steele JL, Broadbent JR (2015). Transcriptome analysis of *Bifidobacterium longum* strains that show a differential response to hydrogen peroxide stress. J. Biotechnol..

[19] Zomer A, van Sinderen D (2010). Intertwinement of stress response regulons in *Bifidobacterium breve* UCC2003. Gut Microbes.

[20] Zomer A (2010). An interactive regulatory network controls stress response in *Bifidobacterium breve* UCC2003. J. Bacteriol..

[21] Erill I, Campoy S, Barbé J (2007). Aeons of distress: an evolutionary perspective on the bacterial SOS response. FEMS Microbiol. Rev..

[22] Berger B, Moine D, Mansourian R, Arigoni F (2010). HspR mutations are naturally selected in *Bifidobacterium longum* when successive heat shock treatments are applied. J. Bacteriol..

[23] Shimamura S (1992). Relationship between oxygen sensitivity and oxygen metabolism of *Bifidobacterium* species. J. Dairy Sci..

[24] Yang HY (2009). Oral administration of live *Bifidobacterium* substrains isolated from centenarians enhances intestinal function in mice. Curr. Microbiol..

[25] Yang HY (2009). Oral administration of live *Bifidobacterium* substrains isolated from healthy centenarians enhanced immune function in BALB/c mice. Nutr. Res..

[26] Yang J (2015). *Bifidobacterium longum* BBMN68-specific modulated dendritic cells alleviate allergic responses to bovine β-lactoglobulin in mice. J. Appl. Microbiol..

[27] Hao YL (2011). Complete Genome Sequence of *Bifidobacterium longum* subsp. *longum* BBMN68, a New Strain from a Healthy Chinese Centenarian. J. Bacteriol..

[28] Schmittgen TD, Livak KJ (2008). Analyzing real-time PCR data by the comparative CT method. Nat. Protoc..

[29] Del Re B, Dgorbati B, Miglioli M, Palenzona D (2000). Adhesion, autoaggregation and hydrophobicity of 13 strains of *Bifidobacterium longum*. Lett. Appl. Microbiol..

[30] Pablo FP, Yessica M, Edgardo AD, Graciela LDA (1998). Surface properties of bifidobacterial strains of human origin. Appl. Environ. Microbiol..

[31] Pan WH, Li PL, Liu ZY (2006). The correlation between surface hydrophobicity and adherence of *Bifidobacterium* strains from centenarians’ faeces. Anaerobe.

[32] Tatusov RL, Koonin EV, Lipman DJ (1997). A genomic perspective on protein families. Science.

[33] Carmel-Harel O, Storz G (2000). Roles of the glutathione-and thioredoxin-dependent reduction systems in the *Escherichia coli* and *Saccharomyces cerevisiae* responses to oxidative stress. Ann. Rev. Microbiol..

[34] Jordan A, Åslund F, Pontis E, Reichard P, Holmgren A (1997). Characterization of *Escherichia coli* NrdH: a glutaredoxin-like protein with a thioredoxin-like activity profile. J. Biol. Chem..

[35] Zeller T, Klug G (2006). Thioredoxins in bacteria: functions in oxidative stress response and regulation of thioredoxin genes. Naturwissenschaften.

[36] Zuo FL (2014). Combination of heterogeneous catalase and superoxide dismutase protects *Bifidobacterium longum* strain NCC2705 from oxidative stress. Appl. Microbiol. Biotechnol..

[37] Cortial S (2010). NADH oxidase activity of *Bacillus subtilis* nitroreductase NfrA1: insight into its biological role. FEBS Lett..

[38] Mérmod M (2010). Structure and function of CinD (YtjD) of *Lactococcus lactis*, a copper-induced nitroreductase involved in defense against oxidative stress. J. Bacteriol..

[39] Streker K, Freiberg C, Labischinski H, Hacker J, Ohlsen K (2005). *Staphylococcus aureus* NfrA (SA0367) is a flavin mononucleotide-dependent NADPH oxidase involved in oxidative stress response. J. Bacteriol..

[40] Horsburgh MJ, Wharton SJ, Karavolos M, Foster SJ (2002). Manganese: elemental defence for a life with oxygen. Trends Microbiol..

[41] Klijn A, Mercenier A, Arigoni F (2005). Lessons from the genomes of bifidobacteria. FEMS Microbiol. Rev..

[42] Sánchez B (2005). Proteomic analysis of global changes in protein expression during bile salt exposure of *Bifidobacterium longum* NCIMB 8809. J. Bacteriol..

[43] Sánchez B (2007). Low-pH adaptation and the acid tolerance response of *Bifidobacterium longum* biotype *longum*. Appl. Environ. Microbiol..

[44] Savijoki K (2005). Effect of heat-shock and bile salts on protein synthesis of *Bifidobacterium longum* revealed by [35S]methionine labelling and two dimensional gel electrophoresis. FEMS Microbiol. Lett..

[45] Rezzonico E (2007). Global transcriptome analysis of the heat shock response of *Bifidobacterium longum*. FEMS Microbiol. Lett..

[46] Zolkiewski M (1999). ClpB cooperates with DnaK, DnaJ, and GrpE in suppressing protein aggregation: A novel multi-chaperone system from *Escherichia coli*. J. Biol. Chem..

[47] Lund PA (2001). Microbial molecular chaperones. Adv. Microb. Physiol..

[48] Stohl EA, Criss AK, Seifert HS (2005). The transcriptome response of *Neisseria gonorrhoeae* to hydrogen peroxide reveals genes with previously uncharacterized roles in oxidative damage protection. Mol. Microbiol..

[49] Kanehisa M, Goto S (2000). KEGG: Kyoto Encyclopedia of Genes and Genomes. Nucleic Acids Res..

[50] Parche S (2007). Sugar transport systems of *Bifidobacterium longum* NCC2705. J. Mol. Microbiol. Biotechnol..

[51] Jin JH (2012). Mechanism analysis of acid tolerance response of *Bifidobacterium longum* subsp. *longum* BBMN68 by gene expression profile using RNA-Sequencing. PLOS ONE.

[52] An HR (2014). Integrated transcriptomic and proteomic analysis of the bile stress response in a centenarian-originated probiotic *Bifidobacterium longum* BBMN68. Mol. Cell Proteomics.

[53] Torrents E (2007). NrdR controls differential expression of the *Escherichia coli* ribonucleotide reductase genes. J. Bacteriol..

[54] Monje-Casas F, Jurado J, Prieto-Alamo MJ, Holmgren A, Pueyo C (2001). Expression analysis of the *nrdHIEF* operon from *Escherichia coli*. Conditions that trigger the transcript level *in vivo*. J. Biol. Chem..

[55] Rodionov DA, Gelfand MS (2005). Identification of a bacterial regulatory system for ribonucleotide reductases by phylogenetic profiling. Trends Genet..

[56] Koskenniemi K (2011). Proteomics and transcriptomics characterization of bile stress responsein probiotic *Lactobacillus rhamnosus* GG. Mol. Cell. Proteomics.

[57] Paul BJ, Ross W, Gaal T, Gourse RL (2004). rRNA transcription in *Escherichia coli*. Annu. Rev. Genet..

[58] Imlay JA (2013). The molecular mechanisms and physiological consequences of oxidative stress: lessons from a model bacterium. Nat. Rev. Microbiol..

[59] Sund CJ (2008). The *Bacteroides fragilis* transcriptome response to oxygen and H_2_O_2_: the role of OxyR and its effect on survival and virulence. Mol. Microbiol..

[60] Kurihara T, Mihara H, Kato S, Yoshimura T, Esaki N (2003). Assembly of iron-sulfur clusters mediated by cysteine desulfurases, IscS, CsdB and CSD, from *Escherichia coli*. BBA-Proteins Proteom..

[61] Py B, Moreau PL, Barras F (2011). Fe-S clusters, fragile sentinels of the cell. Curr. Opin. Microbiol..

[62] Bermingham A (2002). & Derrick, J. P. The folic acid biosynthesis pathway in bacteria: evaluation of potential for antibacterial drug discovery. BioEssays.

[63] Levin I, Giladi M, Altman-Price N, Ortenberg R, Mevarech M (2004). An alternative pathway for reduced folate biosynthesis in bacteria and halophilic archaea. Mol. Microbiol..

[64] Ahn JB, Hwang HJ, Park JH (2001). Physiological responses of oxygen-tolerant anaerobic *Bifidobacterium longum* under oxygen. J. Microbiol. Biotechnol..

[65] Guillot A, Obis D, Mistou MY (2000). Fatty acid membrane composition and activation of glycine-betaine transport in *Lactococcus lactis* subjected to osmotic stress. Int. J. Food Microbiol..

[66] Grandvalet C (2008). Changes in membrane lipid composition in ethanol- and acid-adapted *Oenococcus oeni* cells: characterization of the cfa gene by heterologous complementation. Microbiology.

[67] Montanari C, Sado Kamdem SL, Serrazanetti DI, Etoa FX, Guerzoni ME (2010). Synthesis of cyclopropane fatty acids in *Lactobacillus helveticus* and *Lactobacillus sanfranciscensis* and their cellular fatty acids changes following short term acid and cold stresses. Food Microbiol..

[68] Aires J (2010). Proteomic comparison of the cytosolic proteins of three *Bifidobacterium longum* human isolates and *B. longum* NCC2705. BMC Microbiol..

[69] Polak-Brecka M, Waśko A, Paduch R, Skrzypek T, Sroka-Bartnicka A (2014). The effect of cell surface components on adhesion ability of *Lactobacillus rhamnosus*. Antonie van Leeuwenhoek.

[70] Sigalevich P, Meshorer E, Helman Y, Cohen Y (2000). Transition from anaerobic to aerobic growth conditions for the sulfate-reducing bacterium *Desulfovibrio oxyclinae* results in flocculation. Appl. Environ. Microbiol..

[71] McLean JS (2008). Oxygen-dependent autoaggregation in *Shewanella oneidensis* MR-1. Environ. Microbiol..

How the deposited data were processed for this re-analysis (not part of the article)

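RNA-Seq data of *B. longum* BBMN68 were analysed from 3 libraries, 1 each for the control before oxygen delivery (0 min), 30 min and 60 min of 3% oxygen. Before the data were deposited, the authors enriched mRNA by depleting rRNA, selected and amplified cDNA, sequenced it on the SOLiD 4.0 system and mapped the reads with Corona_lite to the BBMN68 genome, trimming reads that failed to map. The deposited counts are whole numbers of uniquely mapped reads per locus, not normalized, given separately for reads inside the locus, across its ends and on the reverse strand. The authors' RPKM values are the reads inside the locus divided by its length in kilobases and scaled by the library's uniquely mapped reads, which was checked against the deposited counts and lengths for every library. The program that counted the reads is not named in the paper's text; the notes to Table 2 give KEGG for the annotation of its locus numbers. Columns for spliced genes were 0 throughout and were not used.

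Reads inside loci totalled 14833647 in the control, 13300802 after 30 min and 18504526 after 60 min, and these totals set the precision of each value. With 1 library per condition, no error between replicates exists; the 95% intervals (exact conditional binomial, Clopper-Pearson) and the limit for 0 reads (3 reads) cover counting error only. The comparisons were 30 min against the control and 60 min against the control. The control was collected before treatment, and no untreated culture of the same age was sequenced.

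The log2 ratio of a locus is that of the authors' RPKM after oxygen to their RPKM in the control, without a pseudocount and without a filter on low values. A locus was counted as upregulated or downregulated when this ratio lay beyond 1 in size and P, from the MARS formula of DEGseq written out in Python on the reads inside loci, lay under 0.001. The paper gives DEGseq in its methods and a t-test in its results; the DEGseq rule was used. No P value across conditions is reported, since such a test compares 2 libraries and not 2 conditions. For the gene lists that the paper names (ribosomal proteins, tRNA, class Ib and class III RNR, chaperones and proteases, Fe–S cluster assembly, the *pyr* cluster, purine metabolism, BCAA synthesis, BCAA transport, folate synthesis, sugar transport, the polysaccharide operons and the SOS response), the median log2 ratio was set beside the medians of 10000 random lists of the same size, matched on mean RPKM over 10 bins. Symbols, COG letters and positions were taken from Table 2 and Table S2, which give COG letters and most symbols for changed loci alone.

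These choices, the rule for naming genes and all alternatives apart from 2 were fixed before the data were examined. The genes named are those that the paper's text names, genes of Table 2 where a sentence is about their group, and the 5 highest and 5 lowest log2 ratios at each time among called loci with a mean RPKM of at least 10; the values in Table 2 and Table S2 had been seen when this rule was written. Some loci outside this rule were picked out after their values were seen: BBMN68_610, BBMN68_1402, *pgk*, *fba*, *rplC*, *rplD*, BBMN68_tRNA27, the loci that Table S2 lists and the rule did not call, and in the closing section the loci singled out for reverse-strand reads, for opposite directions or for their place. The alternatives were median-of-ratios scaling, TMM scaling, scaling to the total over coding loci, a minimum mean RPKM of 10, log2(RPKM + 1), the fold threshold alone, a log2 threshold of 1.5, the exact binomial test, uniquely mapped totals in place of reads inside loci, and edgeR's exact test with an assumed biological coefficient of variation of 0.2. The alternatives added after seeing the data were the counting of reads across the ends of tRNA loci, and ratios of reads with no scaling between libraries.

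The steps were tested on simulated data drawn around the control library, with 200 changed loci of 1833. All changes put in lay beyond a log2 ratio of 1.5 in size, so the percentages below do not apply to smaller changes. After 30 min, 102 of the 241 upregulated loci lay beyond 1.5. Without extra variation, the rule called 98% of the changed loci in the right direction after 30 min and 96.5% after 60 min, and called 2 and 0 of 1633 unchanged loci. At a coefficient of variation of 0.4 it called 92% and 89% of the changed loci and 421 and 428 of the unchanged ones, so the number of calls depends on a variation between cultures that single libraries do not show. At 0.2 the unchanged loci called numbered 76 and 118, against 8 with edgeR's exact test after 30 min.

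Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used, and R 4.3.3 with edgeR 4.0.16. No enrichment of COG categories was tested, because letters are known for changed loci alone. Base composition and sequence shared between loci were not examined, since no BBMN68 genome sequence was at hand. RT-qPCR, hydrophobicity and autoaggregation measurements were not analysed here.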

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

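Of the tests described here, those of a bias towards short loci after 60 min, of a common gain of small RNA, of genomic DNA and of reads across the ends of tRNA loci were chosen only after the result was seen.

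The response of 11 loci had opposite directions at the 2 time points: they were upregulated after 30 min and downregulated after 60 min, while no locus showed the reverse. All 11 are tRNA loci, with the numbers 4, 21, 29, 30, 35, 36, 38, 40, 46, 50 and 52 in the BBMN68_tRNA series. BBMN68_tRNA4 (tRNA-Gly) had the highest log2 ratio after 30 min among them, with 961 reads in the control, 11206 after 30 min and 338 after 60 min, log2 ratios of 3.80 and -1.69. BBMN68_tRNA52 had only 23, 165 and 5 reads, and BBMN68_tRNA46 lost its call after 60 min under median-of-ratios scaling, TMM scaling and log2(RPKM + 1), among others. The number of loci with these opposite directions was 6 with edgeR's exact test at an assumed coefficient of variation of 0.2, 8 at a log2 threshold of 1.5, 9 with a minimum mean RPKM of 10, and 10 with TMM scaling and with uniquely mapped totals, all of them among the 11. The exact binomial test gave the same 11 loci. With log2(RPKM + 1) there were also 11, with BBMN68_tRNA48 in place of BBMN68_tRNA46. Median-of-ratios scaling gave 10 of the 11 and BBMN68_998, which is not a tRNA locus, so the pattern was no longer one of tRNA loci alone. BBMN68_998 was also the 1 locus left with scaling to the coding total, which leaves tRNA loci out. The fold threshold alone gave 19 loci, 16 of them tRNA. The difference between the time points was not tested, since each has 1 library. The median log2 ratio was 1.91 (95% interval 1.37 to 2.15) over the 51 tRNA loci with a ratio after 30 min and -0.89 (-1.34 to -0.55) over the 48 with one after 60 min.

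A bias towards short loci in the 30 min library would raise short coding loci too, and it did not: 43 coding loci of 150 bases or less had a median of 0.24 (-0.22 to 0.77), against 0.24 over all 1779 coding loci. For the fall after 60 min this bias is not argued against: 41 short coding loci had a median of -0.45 (-1.16 to 0.17), against 0.04 over all 1775 coding loci, an interval so wide that it reaches both that value and the tRNA median. A loss of short loci from the 60 min library and a fall of tRNA cannot be told apart with so few short loci. For the rise after 30 min, the omission of reads across locus ends was also argued against, because with those reads counted the tRNA median was 1.84 (1.13 to 2.13) while that of all loci was 0.26. The reads across the ends alone did not follow the reads inside: over 32 tRNA loci their median log2 ratio was 0.01, with 16 loci higher and 16 lower. Median-of-ratios and TMM scaling moved the tRNA median after 30 min by -0.25, too little to account for it. A different yield of small RNA in the 30 min library stays open. Over the 20 tRNA loci with at least 100 control reads, the log2 ratios had an SD of 1.63, against 0.104 from counting error, and BBMN68_tRNA44 fell by 2.75 while 19 loci rose, so they did not share 1 equal gain. Loci could gain unequally, however, if their reads come from precursor and mature tRNA in different shares, and with 1 library per time a gain of this kind cannot be told apart from a change in tRNA amount. An effect of oxygen or of time in culture on tRNA is likewise open and untested.

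The paper does not report the reads on the reverse strand of genes. These made up 1.61% of the reads on loci in the control, 2.24% after 30 min and 1.76% after 60 min. With the thresholds used for sense reads, 339 loci had higher reverse-strand reads after 30 min without being upregulated on the sense strand, and 161 after 60 min. Loci with lower reverse-strand reads numbered 23 after 30 min and 120 after 60 min, the latter against 173 with higher ones. Over 800 loci with at least 20 reads on each strand in both libraries, the median reverse-strand log2 ratio was 0.70 after 30 min; it was 0.15 over 763 loci after 60 min. BBMN68_1344, singled out after its values were seen, lies from 1606991 to 1608277 on the plus strand. Its reverse-strand reads numbered 904 in the control, 7248 after 30 min and 7736 after 60 min, log2 ratios of 3.26 (3.16 to 3.36) and 2.92 (2.82 to 3.02), while its sense log2 ratios were 1.61 and 0.74. Next to it, *trxB1* lies on the minus strand and is transcribed towards it.

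Leakage of sense reads to the other strand would make reverse-strand ratios follow the sense ratios of the same locus. The slope after 30 min was -0.124 (SE 0.0362), which argues against leakage as the cause. Genomic DNA in the 30 min library would add a like density of reads everywhere. Over 1433 coding loci of at least 500 bases, the 10th percentile of reverse-strand RPKM rose by 0.0936, the median by 0.752 and the 90th percentile by 6.37, so an even layer of DNA reads accounts for at most a small part of the gain. Transcription running on from a convergent neighbour is a candidate explanation for part of the pattern. Across 416 loci, the reverse-strand log2 ratio after 30 min correlated with the sense log2 ratio of the convergent neighbour at r = 0.503 (0.409 to 0.591; Spearman's rho 0.470), against 0.226 (0.0741 to 0.371) across 288 loci with a divergent neighbour. After 60 min the values were 0.480 and 0.213. These are 4 correlations across genes, which are not independent replicates. The fact that more loci rose than fell is not accounted for by this test, and a difference in library preparation between the 3 libraries, an effect of oxygen and an effect of time in culture all stay open, untested.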

How the results depend on the processing

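The counting of reads across tRNA ends and the ratios of reads with no scaling were chosen after seeing the data. No paired analysis was possible because each condition has 1 library, and for the same reason no library was left out in turn.

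Of 208 values for counts of called loci, COG categories and gene lists under the alternatives set before the data were examined, 185 stayed within the limits set for no change (1.5 times, itself included, for counts of loci, an equal number for COG letters, and for medians the 95% interval over a list's genes, or its range under 9 genes), 23 moved and 0 changed sign. The 2 values with reads across tRNA ends counted also stayed within them. Counts of loci and letters cannot change sign, and no scaling shifted the ratios far enough to turn a list median. The limits for medians rest on the spread between genes. For the 10 lists with fewer than 9 genes they are the range of the genes, which a shift of the size seen here can hardly leave, so the 96 of 100 values that stayed say nothing about stability. For the 4 longer lists 38 of 40 stayed. All alternatives set beforehand were run.

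Median-of-ratios and TMM scaling shifted every log2 ratio after 30 min by -0.25, and those after 60 min by -0.03 and 0.00. Each left 154 upregulated and 163 downregulated loci after 30 min in place of 241 and 99, an upregulated share of 48.6% in place of 70.9%; a single factor for all loci produces this by its construction. After 60 min the loci numbered 205 and 225 with median-of-ratios and 220 and 211 with TMM scaling. Of the loci called at both times, 124 of 194 were upregulated (63.9%); this became 91 of 196 (46.4%) with median-of-ratios, 93 of 192 (48.4%) with TMM and 98 of 194 (50.5%) with scaling to the coding total. The excess of upregulated loci among these was thus gone or turned, although each count stayed within 1.5 times, the downregulated count with median-of-ratios exactly at that limit. Carried by the same shift, the median after 30 min went from -0.93 to -1.19 under both for the ribosomal protein genes, from 0.84 to 0.59 under both for folate synthesis, and from 1.46 to 1.20 and 1.21 for BCAA transport. Of the 7 COG letters that the paper names as upregulated, 5 still had more upregulated than downregulated loci after 30 min with median-of-ratios scaling, T (3 and 4) and L (5 and 8) being the exceptions; 33 loci newly downregulated there have no known letter and are not in these counts, which limits small margins such as that of H (4 and 2). Scaling to the coding total gave 178 and 127 loci after 30 min, in place of 210 and 98 coding loci. After 60 min it gave 162 upregulated loci, a share of 39.5%, where 215 upregulated and 200 downregulated coding loci had been called. By its construction the coding total leaves tRNA loci out, and it shifts every log2 ratio after 60 min by -0.14. The tRNA loci, with 0.0973% of the reads inside loci in the control and 0.0870% after 60 min, are too few for this shift. It arises because the RPKM divides by uniquely mapped reads. Reads inside loci made up 70.9% of these in the control and 78.1% after 60 min.

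A log2 threshold of 1.5 left 102 upregulated and 33 downregulated loci after 30 min, 94 and 78 after 60 min, and 45 and 20 at both times, as a stricter threshold must leave fewer. edgeR's exact test at an assumed coefficient of variation of 0.2 left 98 and 49, 86 and 114, and 44 and 34, fewer because it allows for variation that the MARS test leaves out. A minimum mean RPKM of 10 gave 233 and 92 after 30 min and 206 and 189 after 60 min, and log2(RPKM + 1) gave 234 and 92, with an upregulated share of 51.7% after 60 min. The fold threshold alone gave 271 and 108, and 228 and 235; the exact binomial test 241 and 99, and 215 and 213; and uniquely mapped totals 242 and 99, and 218 and 212. No locus called with the deposited RPKM changed direction under any of these alternatives. This was fixed in advance, since called loci lie beyond the threshold and no alternative moves a ratio from there across 0.

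For single genes, 879 of 1242 values under median-of-ratios, TMM and log2(RPKM + 1) stayed within their counting interval and 363 moved, 199 of them with median-of-ratios and 164 with TMM scaling. Of the Table 2 genes past the threshold, 7 of 61 were no longer so after 30 min under either scaling (*ddpA1*, *appF1*, *sufB1*, *recN*, *dinp1*, *luxS* and *mutT3*), and 3 of 90 after 60 min under median-of-ratios (BBMN68_750, *zntA1* and *pepO*). Values near 0 that were not called, such as those of *eno*, *rplC* and *rplD* after 30 min, turned sign under both scalings. With no scaling of reads, 314 of 414 values moved.

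Depth limits the loci with few reads most: 0 reads on a locus of 1 kb allow an RPKM of up to 0.143 in the control, 0.171 after 30 min and 0.127 after 60 min. Among tRNA loci, BBMN68_tRNA39 rested on 13 reads in the control, and BBMN68_tRNA11 had 1 read in each library.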

Differences from the paper's values

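Ratios of reads with no scaling between libraries are the alternative here that was chosen only after the values were seen.

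Of 151 log2 ratios in Table 2, 149 lay within 0.01 of the values computed here, and the 773 log2 ratios of Table S2 with reads in both libraries differed by 5.44e-06 at most. The others in Table 2 are those of *trxB1* and *eno*. For *trxB1* after 30 min, Table 2 of the paper gives 3.15 and the value here was 3.11. For single genes, median-of-ratios, TMM and log2(RPKM + 1) were the alternatives set before the data were examined. None of the 3 reached the paper's value: median-of-ratios gave 2.85, TMM 2.86 and log2(RPKM + 1) 3.10. For *eno* after 60 min, Table 2 of the paper gives 2.11 and the value here was 1.11; median-of-ratios gave 1.08, TMM 1.11 and log2(RPKM + 1) 1.11, so none of them reached it. For both genes the log2 ratio in Table S2 matched the value here.

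In the paper's Fig. 2, the RNA-Seq value of BBMN68_708 after 30 min is about -0.27, read by eye, and the value here was -0.015. Median-of-ratios and TMM scaling gave -0.27 and reached it, and log2(RPKM + 1) did not. After 60 min the paper's value is about 0.08 in Fig. 2, read by eye, and the value here was -0.10; none of the 3 alternatives set before the data were examined for single genes reached it. For BBMN68_1524 the paper's value after 30 min is about -0.07 in Fig. 2, read by eye, against 0.18 here; median-of-ratios and TMM scaling (both -0.07) reached it and log2(RPKM + 1) did not. After 60 min it is about 1.1 in Fig. 2, read by eye, against 0.91 here, and none of the 3 reached it. Ratios of reads with no scaling, chosen after seeing the values, gave -0.27 and 0.08 for BBMN68_708 and -0.08 and 1.09 for BBMN68_1524 and so reached all 4, but it moved 6 of the 8 other values of Fig. 2 away from the paper's and dropped 86 of the 340 loci that Table S2 lists after 30 min and 72 of the 435 after 60 min. Of those 8 values, all of which the values here matched, median-of-ratios and TMM scaling moved 3 away, each after 30 min. With median-of-ratios scaling BBMN68_611 was at 0.85 against the paper's about 1.1 in Fig. 2, *nrdD* (BBMN68_1785) at 1.36 against about 1.6 in Fig. 2, and BBMN68_1285 at -1.32 against about -1.1 in Fig. 2, all read by eye.

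Fig. 4 of the paper shows RT-qPCR, another assay than the RNA-Seq values here, as ratios on a linear scale with the untreated sample at 1. For *nrdG* the ratio of RPKM was 6.38 after 30 min and 3.79 after 60 min, and the paper's values are about 1.3 and about 1.7 in Fig. 4, read by eye. For *nrdH* it was 6.43 and 6.45, against the paper's about 1.9 and about 2.2 in Fig. 4. For *nrdI* it was 4.18 and 3.09, against about 1.9 and about 1.7 in the paper's Fig. 4. For *nrdE* it was 11.1 and 8.04, against about 3.4 and about 2.7 in the paper's Fig. 4. For *nrdF* it was 37.1 and 27.3, against about 2.5 and about 1.8 in the paper's Fig. 4. None of the 3 alternatives set before the data were examined for single genes brought any of these 10 values within the paper's. On the log2 scale the values here for *nrdI* (2.06 and 1.63), *nrdE* (3.47 and 3.01) and *nrdH* (2.68 and 2.69) lie within 1.5 times the paper's numbers. So does that for *nrdG* after 60 min (1.92). Those for *nrdG* after 30 min (2.67), *nrdF* (5.21 and 4.77) and *nrdD* (1.61 and 1.11) do not, so a change of scale does not bring the whole series together. For *nrdD* (3.06 and 2.16 on the linear scale) and *nrdR* (0.755 and 0.728) the ratios here lay within 1.5 times the paper's.

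The paper counts 3 more downregulated loci after 60 min than the 215 found here. Table S2 gives a log2 ratio of -12.41 for BBMN68_tRNA48 and of -8.94 for BBMN68_1241. Their 10 and 11 reads in the control against 0 after 60 min cannot hold these values. With 3 reads in place of 0, and the control reads taken as exact, they were 3.78-fold and 4.15-fold lower. BBMN68_tRNA48 was called with log2(RPKM + 1), at -2.68, and BBMN68_1241 under no alternative. The other locus is BBMN68_222, whose ratio of 0.5 lies on the threshold; it was called with median-of-ratios scaling (-1.03) and with scaling to the coding total (-1.14), and under no other alternative set before the data were examined.

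Of tRNA loci, the paper names BBMN68_tRNA39 as the exception that was upregulated after 60 min. BBMN68_tRNA27 also was, with a log2 ratio of 1.43, and the 15 downregulated tRNA loci went with the paper's statement. The paper places the decrease of the *pyr* cluster at a passing stage; 3 of 7 genes were past the threshold at each time, and the median was -0.74 after 30 min and -0.91 after 60 min. The paper describes the 3 polysaccharide operons as repressed; 7 of 10 genes were downregulated after 60 min, and 2 of 10 after 30 min.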

Other observations

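The tests of repeated sequence, and the look at single loci with reverse-strand reads and at the loci around the ribosomal protein genes, were chosen only after the result was seen.

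More loci were upregulated than downregulated after 30 min, 70.9% of those called. The share was 48.6% with median-of-ratios scaling, but centring the ratios gives a near-even share whatever the cause, so this does not decide. Scaling to the coding total, which does not centre them and leaves tRNA loci out, gave 178 upregulated and 127 downregulated loci, where 210 and 98 coding loci had been called. An excess that comes from scaling by total reads cannot be told apart from a rise of most transcripts with oxygen or with time in culture, since the data hold no added reference RNA. The share of reads taken by the 10 loci with the most reads was 17.3% in the control, 16.6% after 30 min and 18.2% after 60 min, too alike to shift the others by this much. Part of the shift after 30 min rests on the total used, since the RPKM divides by uniquely mapped reads. Reads inside loci made up 70.9% of these in the control and 75.8% after 30 min. Scaling to the coding total moved every log2 ratio after 30 min by -0.09 and left a median of 0.16 in place of 0.25. The cause of the remaining excess stays open.

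Both comparisons share the control library, so a chance deviation of the control enters both. The 194 loci called in the same direction at both times were set against unchanged libraries simulated around the same control, in which the median number was 143.5 at a coefficient of variation of 0.4. It was 4 at 0.2 and 0 with counting error alone. The unchanged sets held medians of 413.5 and 412 called loci after 30 and 60 min at 0.4, and of 33 and 31.5 at 0.2. Observed were 340 and 432. The correlation of the log2 ratios at both times across loci was 0.799. In the simulations it was 0.500 (0.462 to 0.535) at 0.4, 0.504 (0.463 to 0.531) at 0.2 and 0.494 (0.406 to 0.565) with counting error alone. The simulations gave the control and the treated libraries the same variation, which by construction holds this correlation near 0.500 at every setting. The settings are therefore not separate tests of the correlation. A control that deviates more than the treated libraries would raise the correlation, and this case was not simulated. The observed correlation thus does not rule out the shared control as its source, and genes are not independent replicates. The variation between control cultures is unknown from 1 library, which keeps the number of shared loci open. The part of this overlap that the shared control could bring and the part due to oxygen or time in culture cannot be told apart.

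No sense read lay inside 33 loci in any library, 9 of them rRNA, 1 tRNA and 23 coding loci. Sense reads across the ends of these loci were not examined. Repeated sequence, whose reads have no unique position, is a candidate explanation for most of them. Loci of the same sequence have the same length, and 69.7% of the 33 loci (23 of 33, 14 of them coding) shared their exact length with another of them, against a median of 6.06% in 1000 random sets of loci, with an upper limit of 18.2%. On these 23 loci 1 reverse-strand read was counted. Equal length does not show equal sequence, which was not compared. For 4 other loci repeated sequence is argued against, since 3465 reads with a unique position lay on their reverse strand: BBMN68_1203, with 1904 in the control, 461 after 30 min and 177 after 60 min, and BBMN68_456, BBMN68_553 and BBMN68_1740. The remaining 6 loci had fewer than 20 reverse-strand reads each and stay undecided. No biological explanation was tested.

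BBMN68_841, from 966217 to 966696 on the plus strand, had 5237 reverse-strand reads in the control, 332 after 30 min and 326 after 60 min, log2 ratios of -3.73 and -4.19. Its sense log2 ratios were 1.35 and 0.34. Its convergent neighbour BBMN68_842, on the minus strand, had log2 ratios of -2.35 and -2.55. Reverse-strand reads of BBMN68_839 and BBMN68_840 fell as well, with log2 ratios of -3.18 and -3.10 after 30 min. In the control, 84 loci, 83 of them coding, had at least 100 reverse-strand reads and more of them than sense reads.

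Adjacent loci on the same strand had correlated log2 ratios, at r = 0.406 over 1234 pairs after 30 min and 0.414 over 1228 pairs after 60 min, and adjacent loci on opposite strands had 0.0227 and 0.0284 over 516 pairs. These are correlations across pairs of genes, which are not independent replicates.

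In the RNA-Seq libraries *nrdR* (BBMN68_197), which the paper measured by RT-qPCR, had 4057 reads in the control, 2570 after 30 min and 3345 after 60 min. Its log2 ratio was -0.40 (-0.48 to -0.33) after 30 min and -0.46 (-0.53 to -0.39) after 60 min, not past the threshold at either time.

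The ribosomal protein genes named by symbol in Table S2 are listed there because they changed. They cannot show whether most ribosomal protein genes were downregulated, as the paper states. In the run of 29 loci from BBMN68_1614 to BBMN68_1642, which holds several of them and other genes, 2 loci were downregulated and 0 upregulated after 30 min, and 6 and 3 after 60 min, and the median log2 ratios were -0.02 and -0.06. Most loci of this run were thus not downregulated at either time. The symbols of most loci in this run are not given in the tables used, so how many are ribosomal protein genes is not known.

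Among 10000 random lists matched on mean RPKM, the medians of the lists that the paper names stood at the following percentiles after 30 min and 60 min. They were 99.98 and 99.96 for class Ib RNR, 96.1 and 94.4 for class III RNR, 99.0 and 99.5 for purine metabolism, 99.9 and 99.9 for BCAA synthesis, and 99.98 and 99.97 for BCAA transport. For Fe–S cluster assembly they were 90.3 and 99.7, for folate synthesis 95.2 and 99.9, and for the SOS response 99.1 and 99.98. Lists with lower medians stood at 0.06 and 0.64 (*pyr* cluster), 0 and 0.02 (sugar transport), 1.6 and 0.01 (polysaccharide operons), and 0 and 0 (ribosomal proteins). The tRNA list stood at 100 and 0. The median of the purine list, of 3 genes, was 1.89 after 60 min, with 2 of 3 genes past the threshold after 30 min and 3 of 3 after 60 min. The study chose these lists on the same libraries, so the percentiles are not independent evidence.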
